# Functional signaling and gene regulatory networks between the oocyte and the surrounding cumulus cells

**DOI:** 10.1186/s12864-018-4738-2

**Published:** 2018-05-10

**Authors:** Fernando H. Biase, Katelyn M. Kimble

**Keywords:** Inter-cellular communication, Oocyte-cumulus signaling, Gametogenesis, Gene regulatory networks

## Abstract

**Background:**

The maturation and successful acquisition of developmental competence by an oocyte, the female gamete, during folliculogenesis is highly dependent on molecular interactions with somatic cells. Most of the cellular interactions identified, thus far, are modulated by growth factors, ions or metabolites. We hypothesized that this interaction is also modulated at the transcriptional level, which leads to the formation of gene regulatory networks between the oocyte and cumulus cells. We tested this hypothesis by analyzing transcriptome data from single oocytes and the surrounding cumulus cells collected from antral follicles employing an analytical framework to determine interdependencies at the transcript level.

**Results:**

We overlapped our transcriptome data with putative protein-protein interactions and identified hundreds of ligand-receptor pairs that can transduce paracrine signaling between an oocyte and cumulus cells. We determined that 499 ligand-encoding genes expressed in oocytes and cumulus cells are functionally associated with transcription regulation (FDR < 0.05). Ligand-encoding genes with specific expression in oocytes or cumulus cells were enriched for biological functions that are likely associated with the coordinated formation of transzonal projections from cumulus cells that reach the oocyte’s membrane. Thousands of gene pairs exhibit significant linear co-expression (absolute correlation > 0.85, FDR < 1.8 × 10^− 5^) patterns between oocytes and cumulus cells. Hundreds of co-expressing genes showed clustering patterns associated with biological functions (FDR < 0.5) necessary for a coordinated function between the oocyte and cumulus cells during folliculogenesis (i.e. regulation of transcription, translation, apoptosis, cell differentiation and transport).

**Conclusion:**

Our analyses revealed a complex and functional gene regulatory circuit between the oocyte and surrounding cumulus cells. The regulatory profile of each cumulus-oocyte complex is likely associated with the oocytes’ developmental potential to derive an embryo.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4738-2) contains supplementary material, which is available to authorized users.

## Background

During folliculogenesis, the interaction between an oocyte and the surrounding somatic cells evolves with the release of the oocyte from quiescence, through ovulation and fertilization, to zygote formation. As folliculogenesis progresses and a cavity is formed in the follicle, the somatic cells surrounding the oocytes, namely, granulosa cells, differentiate into cumulus and mural granulosa cells [1], and the cumulus-oocyte complex (COC) is formed. The proximity between the cumulus cells and the oocyte favors bidirectional communication, which is paramount for the acquisition of developmental competence by the oocyte.

In the microenvironment of an antral follicle, the cellular communication between oocytes and cumulus cells is complex, and both sides have active regulatory roles. The cumulus cells support meiotic arrest and cytoplasmic maturation of the oocyte, for example, by exporting cyclic AMP [2], calcium [3], other metabolites [4, 5] and unknown signals that control transcription in the enclosed oocyte [6]. The oocyte secretes growth factors that promote cumulus cell differentiation and proliferation [4] and maintain their differentiated state, preventing their transition to mural granulosa cells [7]. Most of these compounds are exchanged through gap junctions that connect their membranes [8]. Macromolecules, such as RNAs [9, 10], can also be transported from cumulus cells to oocytes; nonetheless, the specific functions and mechanism of transport are not yet understood.

The transcriptome profile of cumulus cells [11–19] and oocytes [20–24] reflects the developmental potential for successful fertilization and embryo formation. Nevertheless, little is known regarding the connection between the genes expressed in oocytes and cumulus cells. In this study, we aimed to determine the gene regulatory networks in COCs in two dimensions: (i) within each compartment and (ii) between oocytes and the surrounding cumulus cells. The results provide evidence that the communication between oocyte and cumulus cells in the follicle is complex, involving signaling through several ligand-receptor pairs and regulation of thousands of genes and is functionally relevant for the acquisition of oocyte developmental competence.

## Results

### Transcriptome profiling of single oocytes and corresponding cumulus cells

We profiled the transcriptomes of 16 individual COCs collected *ex vivo* from bovine ovaries (*Bos taurus*). In each COC, we chemically dissected the outer layer of cumulus cells (outerCCs), the layers of cumulus cells closest to the zona pelucida (innerCCs), and the oocyte (Fig. 1a). 

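The oocyte, the innerCCs and the outerCCs of each of the 16 COCs gave 1 library each, 48 libraries in all, and the 3 libraries of a COC carry the same number. PolyA+ RNA was amplified with the SMART-seq2 protocol, a method for single cells and very small amounts of RNA. The authors aligned the reads to the Bos taurus genome (UMD3.1), kept uniquely matched reads, removed duplicates and computed FPKM for each Ensembl gene with Cufflinks. The deposited values are these FPKM, with genes listed by their Ensembl identifiers. The tables carry no fragment counts, so the depth of each library is unknown, and no interval for counting error was computed. The paper's text states the depth only as an average per sample type. FPKM summed over all genes ranged from 367112 to 657753 in oocytes (median 609585), from 18013 to 703237 in innerCCs (median 343320) and from 161294 to 696268 in outerCCs (median 492467). Unless another setting is named, values were computed from the unfiltered FPKM table, with no further normalization, and on log2(FPKM + 1) where a log scale is named. Gene symbols were taken from Additional files 2 and 4, which pair a symbol with 33.7% of the genes detected in COCs, and other genes are given by their identifiers.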

Using the SMART-Seq2 approach, we generated over 390.4 million paired-end reads, with an average of 10.6, 6.2 and 7.4 million fragments obtained for single oocytes, innerCCs and outerCCs, respectively. 

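The unfiltered table listed 24616 genes, of which 20010 (81.3%) had an FPKM above 0 in at least 1 library. The number of genes above 0 in a library ranged from 10425 to 16168 in oocytes (median 12446), from 1465 to 13102 in innerCCs (median 6495.5) and from 9883 to 15674 in outerCCs (median 13369.5). The Methods state the rule as FPKM over 0.5 in 8 or more samples of a sample type, and this rule was used for every count of detected genes. The authors' filtered table listed 12428 genes. Applying the rule to the unfiltered table, and setting a gene to 0 in the sample types where it was not detected, gave the same genes and values, with 0 cells that differed. Unless another setting is named, the values analysed here are those of the unfiltered table, without this setting to 0.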

Overall, we quantified the transcript levels of 19,847 genes, and we carried out analytical procedures for the genes presenting fragments per kilobase per million (FPKM) > 0.5 in more than eight samples (Additional file 1: Figure S1). Overall, we detected the transcripts of 10,327, 6088 and 10,459 genes in oocytes, innerCCs and outerCC cells, and a total of 12,482 genes were robustly quantified in COCs.

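With this rule, 10327 genes were detected in oocytes, 6088 in innerCCs and 10459 in outerCCs, and 12428 genes in at least 1 of the 3 sample types. The number of genes over 0.5 in a single library was 10245 ± 669 (SD, n = 16) in oocytes and 10566 ± 637 (SD, n = 16) in outerCCs. InnerCC libraries did not spread around a common level. In the innerCCs of COCs 176 to 184 it ranged from 648 to 2639 genes (median 2183.5, 8 libraries), and in those of COCs 185 to 192 from 5876 to 10295 genes (median 9521.5, 8 libraries). The gap between these sets was 3237 genes, the widest between any neighbouring innerCC libraries ordered by the number of genes. The sets were read from the number of genes in the innerCC libraries and are not labelled conditions of the study. The paper's model includes a collection batch, and its text does not say which COCs belong to each batch. Whether the sets match the batches is therefore unknown. Of the 6088 genes detected in innerCCs, 4753 were over 0.5 in all 8 libraries of COCs 185 to 192, while 1173 were over 0.5 in none of the 8 libraries of COCs 176 to 184. A total of 2023 genes passed the rule with exactly 8 innerCC libraries. The number of samples required moved the count of innerCC genes most, to 9794 genes with 4 or more samples and to 959 with 12 or more.

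**Figure D1:**
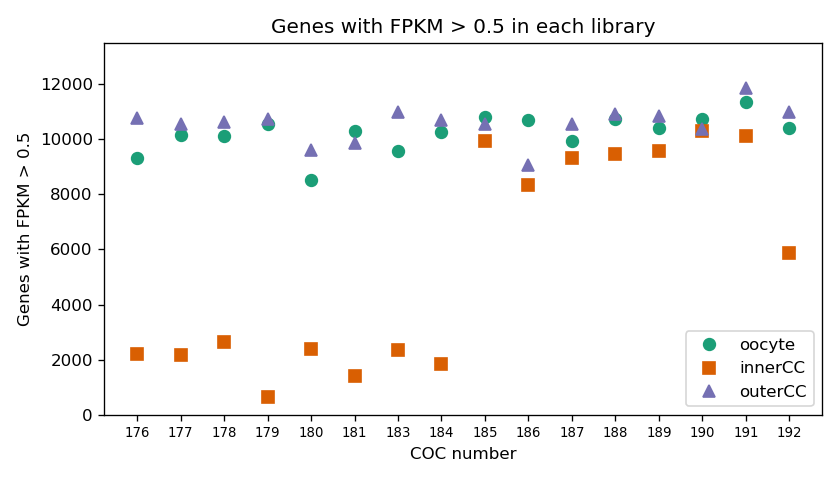
Number of genes with FPKM > 0.5 (vertical axis) in the oocyte, innerCC and outerCC library of each COC (horizontal axis, COC number), 1 point per library. InnerCC libraries of COCs 176 to 184 lie between 648 and 2639 genes and those of COCs 185 to 192 between 5876 and 10295, while oocytes lie between 8525 and 11340 and outerCCs between 9054 and 11851.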

**Fig. 1:**
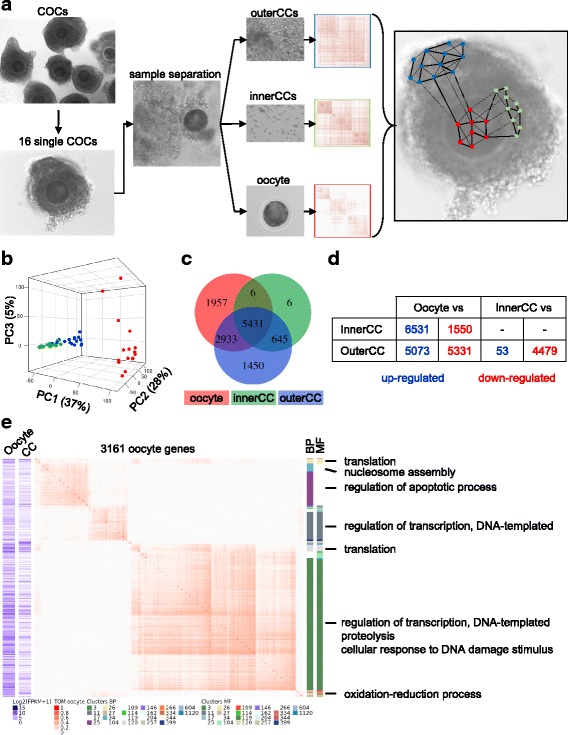
Transcriptome heterogeneity between oocytes and surrounding cumulus cells. (**a**) Depiction of the experimental design and the sequenced samples. (**b**) Principal component analysis of 12,482 genes quantified in oocytes (red), innerCCs (green) and outerCCs (blue). (**c**) Overlap of genes expressed in oocytes (red), innerCCs (green) or outerCCs (blue). (**d**) Differentially expressed genes determined from the pairwise comparisons of the three sample types (FDR < 0.01). (**e**) Co-expression analysis of genes expressed in oocytes showing differential expression compared those in cumulus cells (CC). The blue heatmaps depict the average expression in oocytes and CCs; the center heatmap depicts the topological overlap of correlated expression; and the vertical bars show the annotation of GO biological processes (BP) and molecular functions (MF) enriched in the corresponding gene cluster. The squares below the heatmap provide a link between cluster number, the corresponding biological process or molecular functions and genes presented in the supplementary (Additional file 3: Tables S8-S9)

### Distinct functional transcriptome profiles of single oocytes and corresponding cumulus cells

Principal component analysis of the transcriptome data confirmed the expected distinction between the transcript profiles of oocytes and cumulus cells (*P* < 2.81 × 10^− 28^, Fig. 1b, 1000 randomizations, Additional file 1: Figure S2). 

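Principal component analysis was run on the FPKM values of the genes detected in COCs, each gene centred and scaled to unit variance. The first component (PC1) held 35.6% of the variance, with a jackknife standard error over COCs of 1.93. PC1 scores, divided by the SD of all 48 scores, were 1.38 ± 0.199 (SD, n = 16) in oocytes, -0.607 ± 0.0559 in innerCCs and -0.774 ± 0.152 in outerCCs. Within a COC, the oocyte scored higher than the mean of its cumulus samples by 2.07 ± 0.237 SD units, in 16 of 16 COCs (exact two-sided sign-flip permutation test over COCs, p = 3.05e-05, the smallest p that 16 COCs allow). The scaling moved the share of variance most, and unscaled FPKM values gave 83.1% on PC1.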

Surprisingly, however, the second major source of variability (~ 28%) derived from the cumulus samples separated most of the innerCCs and outerCCs into two distinct groups (*P* = 2.81 × 10^− 28^, Fig. 1b, Additional file 1: Figure S2). 

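The second component (PC2) held 27.2% of the variance (jackknife standard error 2.26), and the third held 5.61%. On the same scale, PC2 scores were 0.837 ± 0.914 (SD, n = 16) in outerCCs and 0.114 ± 0.262 in oocytes. In innerCCs they ranged from -1.65 to 0.338. The outerCCs scored higher than the innerCCs of the same COC by 1.79 ± 1.07 SD units (exact two-sided sign-flip permutation test, p = 3.05e-05), in 16 of 16 COCs. On log2(FPKM + 1) values the second component was another axis: it held 29.6% of the variance, and the oocytes, at -1.33 to -0.811, scored below every innerCC library. On it, outerCCs stood above innerCCs in 15 of 16 COCs (exact sign-flip p = 0.00012).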

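The number of genes detected in all 3 sample types was 5431, and 1957 genes were detected only in oocytes, 1450 only in outerCCs and 6 only in innerCCs. A further 2933 genes were shared by oocytes and outerCCs, 645 by innerCCs and outerCCs, and 6 by oocytes and innerCCs. Among the genes detected only in oocytes, GDF9 (ENSBTAG00000009478) had a mean oocyte FPKM of 606 ± 188 (SD, n = 16), BMP15 (ENSBTAG00000045782) 491 ± 249, FIGLA (ENSBTAG00000008905) 187 ± 89.9, YBX2 (ENSBTAG00000009126) 66.2 ± 40.2, BMP4 (ENSBTAG00000003835) 6.03 ± 3.18 and BMP6 (ENSBTAG00000019234) 1.95 ± 1.46. BMP6 was listed at 0 in all 16 innerCC libraries. The others passed 0.5 in 2 to 6 of 16 innerCC libraries and in 2 to 7 of 16 outerCC libraries. The outerCC library of COC 191 had 186 FPKM of GDF9, and without that COC the mean outerCC FPKM of GDF9 fell from 12.3 to 0.735. Among the genes detected only in outerCCs, INSR (ENSBTAG00000012687) was over 0.5 in 16 outerCC libraries, CADM4 (ENSBTAG00000015984) in 12, FGF11 (ENSBTAG00000019241) in 11 and ESR1 (ENSBTAG00000007159) in 10. In the innerCCs of COCs 185 to 192, INSR was over 0.5 in 7 libraries, FGF11 in 5, CADM4 in 4 and ESR1 in 2 of the 8, and in the innerCCs of COCs 176 to 184 each was over 0.5 in 0 of 8. Of the 1450 genes detected only in outerCCs, 870 were over 0.5 in 4 or more of the 8 innerCC libraries of COCs 185 to 192. With a rule of 4 or more of these 8 COCs for each sample type, 607 genes were detected only in outerCCs, 71 only in innerCCs and 1999 only in oocytes. The 6 genes detected only in innerCCs, among them ENSBTAG00000038961 and ENSBTAG00000045654, were over 0.5 in 8 to 10 innerCC libraries and in 4 to 7 outerCC libraries. None of these 6 genes differed between innerCCs and outerCCs (limma on log2(FPKM + 1), Benjamini-Hochberg adjusted p from 0.111 to 0.617).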

Examination of the genes expressed in each of the three sample types collected from COCs showed that 5431 genes were expressed in oocytes and cumulus cells, while 1957, 1450 and 6 genes were exclusively expressed in oocytes (i.e. bone morphogenetic protein 4, bone morphogenetic protein 6, bone morphogenetic protein 15, folliculogenesis specific bHLH transcription factor, growth differentiation factor 9, Y-box binding protein 2), outerCCs (i.e. androgen receptor, cell adhesion molecule 4, estrogen receptor, fibroblast growth factor 11, insulin receptor) and innerCCs (i.e: olfactory receptor 6C74, olfactory receptor 12D2, and the potential novel genes: ENSBTAG00000038961, ENSBTAG00000045654, ENSBTAG00000046868, ENSBTAG00000046958), respectively (Fig. 1c, see Additional file 2 for full gene list with average expression data). 

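The difference between outerCCs and innerCCs on PC2 was also computed within the 2 sets of 8 COCs whose innerCC libraries differ in the number of genes. It was 2.20 ± 0.936 SD units in COCs 176 to 184 and 1.37 ± 1.08 in COCs 185 to 192, in 8 of 8 COCs each (exact sign-flip p = 0.0078 in each set). PC2 was related to the number of genes with FPKM > 0.5 within the innerCCs of each set and within the outerCCs, 6 relations in all with the log2(FPKM + 1) scores. In innerCCs of COCs 185 to 192, Pearson's r was 0.781 (exact permutation p = 0.0082, adjusted p = 0.0246) and Spearman's rho 0.762 (exact permutation p = 0.0368, adjusted p = 0.0922). Without the 2 libraries farthest from the median number of genes, r was 0.477, so the relation rests on those libraries. In innerCCs of COCs 176 to 184, r was 0.543 (exact permutation p = 0.154) and rho 0.548 (exact permutation p = 0.171), and r without the 2 farthest libraries was 0.211. In the 16 outerCCs, r was 0.585 (permutation p = 0.0154, adjusted p = 0.0307) and rho 0.568 (permutation p = 0.0233, adjusted p = 0.0922), and r without the 2 farthest libraries was 0.824. None of the 6 Spearman correlations had an adjusted permutation p under 0.05, and the lowest was 0.0922.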

The clustering of the two distinct groups of cumulus cells (outerCCs and innerCCs) was a strong indication of distinct functions associated with their spatial proximity to the oocyte.

We then used a co-expression framework and performed Gene Ontology (GO) enrichment testing of gene clusters [25] to reveal the functional patterns of gene co-regulation in each of the three sample types collected. 

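Co-expression within a sample type was measured with the biweight midcorrelation (bicor) of log2(FPKM + 1) across the 16 libraries. Among the 10327 genes detected in oocytes, 107659 pairs of genes had a bicor over 0.85 and 20880 a bicor under -0.85, together 0.241% of the pairs. After each gene's values were shuffled among the oocytes, 0.00288% of the pairs passed. With the mean of each set of 8 COCs subtracted from every gene, 0.194% passed. The topological overlap, the clusters and the enrichment tests were not recomputed. The paper does not state the heights at which its trees were cut, and no GO annotation was used here. The co-expression of the listed genes was not measured as a set either, because few symbols could be matched to the FPKM table. The share matched was 25.0% of the genes listed in Table S1 under regulation of transcription and 33.3% of those listed under translation.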

In oocytes, there were 2222 co-expressed genes forming 26 clusters with significant enrichment of several GO terms (FDR < 0.2, Additional file 1: Figure S3, Additional file 3: Tables S1-S2). The biological function with the greatest number of annotated genes was “regulation of transcription” (69 genes in clusters 12, 31, 111 and 331, i.e. *SALL4*, *SFPQ*, *SIX3*, *SMAD4*, *YBX1*, *ZNF34*) followed by “translation” (54 genes in clusters 5, 234, 405 and 416, i.e. *AIMP2*, *EIF1*, *EIF2B2*, *EIF3I*, *EIF3K*). 

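Of the genes named under these functions, SALL4 (ENSBTAG00000003101), SIX3 (ENSBTAG00000027017), AIMP2 (ENSBTAG00000007367), EIF1 (ENSBTAG00000002282) and EIF2B2 (ENSBTAG00000008664) could be matched to an identifier. Their mean FPKM in oocytes was 13.1 ± 16.1 (SD, n = 16) for SALL4, 3.16 ± 2.03 for SIX3, 36.0 ± 18.7 for AIMP2, 324 ± 69.3 for EIF1 and 11.9 ± 4.48 for EIF2B2. The 4 correlations between genes of the same function were computed across the 16 oocytes on log2(FPKM + 1). The paper names these genes from co-expression clusters formed on these same oocytes, which favours positive correlations. The values therefore describe these libraries, and their p-values are not independent support for co-expression. SALL4 and SIX3 had a Pearson's r of 0.679 (permutation p = 0.0039, adjusted p = 0.0077) and a Spearman's rho of 0.644 (permutation p = 0.0084, adjusted p = 0.0234), and r without the 2 farthest oocytes was 0.475. AIMP2 and EIF1 had an r of 0.795 (permutation p = 0.00064, adjusted p = 0.0026) and a rho of 0.624 (permutation p = 0.0117, adjusted p = 0.0234), and 0.495 was left without the 2 farthest. For AIMP2 and EIF2B2, r was 0.664 (permutation p = 0.0071, adjusted p = 0.0094) and rho 0.488 (permutation p = 0.0568, adjusted p = 0.0758), with 0.548 left without the 2 farthest. For EIF1 and EIF2B2, r was 0.566 (permutation p = 0.0263) and rho 0.285 (permutation p = 0.284), and r without the 2 farthest was 0.257.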

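Among the 6088 genes detected in innerCCs, 20.5% of the pairs of genes had an absolute bicor over 0.85 across the 16 innerCC libraries, and 1 pair was under -0.85. Shuffling each gene's values among the libraries left 0.0119%. The median absolute bicor of these genes with the number of genes in the library was 0.821. After subtraction of the mean of each set of 8 COCs, 0.226% of the pairs passed 0.85.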

In innerCCs, we identified 1222 expressed genes forming six clusters with significant enrichment of GO terms (FDR < 0.2, Additional file 1: Figure S4, Additional file 3: Tables S3-S4). Eighty-one genes in cluster four were annotated with the biological process “translation”. The second most-represented term was “oxidation-reduction process” in cluster 178, with ten annotated genes. In outerCCs, we identified 3990 expressed genes distributed in 34 clusters with significant enrichment of GO terms (FDR < 0.2, Additional file 1: Figure S5, Additional file 3: Tables S5-S6). 

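Among the 10459 genes detected in outerCCs, 1.99% of the pairs had an absolute bicor over 0.85, with 229 pairs under -0.85, against 0.00287% after shuffling. The subtraction of the set means gave 2.89%. The median absolute bicor of these genes with the number of genes in the outerCC library was 0.511.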

There were 92 genes in clusters 1, 37, 53 and 5504 annotated with the term “oxidation-reduction process”. Sixty-five genes in clusters 22, 32, 94 and 160 were associated with “translation”. The next most-represented function was related to transport, with 31 genes distributed among the terms “transport,” in cluster 22, and “vesicle-mediated transport” and “ER to Golgi vesicle-mediated transport,” in cluster 6. The results indicated distinct regulatory gene wiring of cumulus cells that are closer to or farther from the oocyte, which likely reflects their functional relevance to oocyte maturation during folliculogenesis.

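The 6076 genes detected in both cumulus sample types were compared pair by pair. Of their pairs, 20.6% passed 0.85 in innerCCs and 3.56% in outerCCs, and 219660 pairs passed in both, where 135108 would be shared by lists of these sizes drawn independently. Across these pairs, which are not independent replicates, the bicor in innerCCs and the bicor in outerCCs had a correlation of 0.296. The mean bicor was 0.689 in innerCCs and 0.498 in outerCCs. With the set means subtracted, the mean bicor was 0.182 in innerCCs and 0.537 in outerCCs. Then 5318 pairs passed in both, where 2211 would be shared by independent lists, and the correlation across pairs was 0.140. From the clusters formed in each sample type, the paper proposes that cumulus cells nearer to and farther from the oocyte differ in their regulatory gene wiring, and that this reflects their roles in oocyte maturation.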

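The deposited files hold no counts, so pairwise comparisons were made with limma on log2(FPKM + 1) over the 12428 genes detected in COCs, each comparison fitted to the 32 libraries of the sample types compared, with Benjamini-Hochberg adjustment at a false discovery rate (FDR) under 0.01. Fold changes on this scale understate those of genes at low FPKM. Between innerCCs and outerCCs, 0 genes were higher and 9620 lower in innerCCs, and at an unadjusted p under 0.05 the counts were 4 and 10346. With the COC number as a block, 4 genes were higher and 9704 lower. The median log2 fold change over all genes was -1.42. The largest decreases present in all 16 COCs were those of APOA1 (ENSBTAG00000002258), with a log2 fold change of -4.93 (standard error 0.810, adjusted p = 1.2e-05), and ENSBTAG00000019015, with -4.38 (standard error 0.810, adjusted p = 3.3e-05). APOA1 had a median FPKM of 331 (78.3 to 813) in outerCCs and 19.4 in innerCCs, where it was listed at 0 in 6 of 16 libraries. The number of genes in each library, entered as a covariate, changed this comparison most, to 0 genes higher and 4 lower (31 and 1853 at an unadjusted p under 0.05). Within COCs 185 to 192, 0 genes were higher and 190 lower (9 and 6011 at an unadjusted p under 0.05), and all 190 were among the 9620. Within COCs 176 to 184, 0 were higher and 9990 lower (0 and 10541 at an unadjusted p under 0.05), of which 9392 were among the 9620. Over the genes detected in innerCCs, the median log2 fold change was -3.28 in COCs 176 to 184 and -0.87 in COCs 185 to 192.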

Quantitative comparison of gene levels between samples revealed hundreds of differentially expressed genes (FDR < 0.01, Fig. 1d, Additional file 1: Figure S6) and further supported the distinction of the transcriptome profiles between oocytes and cumulus cells and between cumulus cells at different positions relative to the oocyte. 

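Against innerCCs, 7857 genes were higher and 563 lower in oocytes. Against outerCCs, 5394 genes were higher and 4260 lower. Of the genes detected in oocytes, 9941 (96.3%) differed from innerCCs or outerCCs, and 5711 (55.3%) differed from both. The covariate for the number of genes per library gave 5435 higher and 2831 lower against innerCCs, 5741 and 4070 against outerCCs, and 8181 genes that differed from either. Scaling each library to the same 75th percentile reversed the balance against outerCCs, with 4497 genes higher and 5498 lower, and moved the median log2 fold change of all genes from 0.25 to -0.24. The genes that rose most in oocytes in all 16 COCs were ENSBTAG00000027348, with a log2 fold change of 9.95 (standard error 0.564, adjusted p = 7.1e-17) against innerCCs, and ENSBTAG00000046521, with 9.78 (standard error 0.466, adjusted p = 6.7e-19). Against outerCCs they were ENSBTAG00000027348, with 9.84, and ENSBTAG00000034346, with 9.63 (standard errors 0.635 and 0.636, adjusted p = 1.7e-16 and 3.2e-16). The largest decreases against outerCCs in all 16 COCs were those of INHA (ENSBTAG00000009972), with -9.11 (standard error 0.498, adjusted p = 2.1e-18), and FOS (ENSBTAG00000004322), with -8.67 (standard error 0.505, adjusted p = 1.1e-17). Against innerCCs, 6 genes were lower in all 16 COCs, led by FOS with -5.01 (standard error 0.868, adjusted p = 4.6e-06) and ENSBTAG00000011424 with -4.32 (standard error 0.760, adjusted p = 5.8e-06). The paper states that these comparisons add to the distinction between the transcriptome profiles of oocytes and cumulus cells, and of cumulus cells at different positions relative to the oocyte.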

Compared with their expression in cumulus cells, approximately 92% of the genes expressed in oocytes presented significant differential expression (9489/10,327, FDR < 0.01, Fig. 1d). We selected five genes that were overexpressed in oocytes and have previously been associated with developmental competence in oocytes (*ENY2*, *FSD1*, *GHR*, *METTL18* and *MYF6*) to validate the RNAseq results. 

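Of the genes chosen for qPCR, ENY2 (ENSBTAG00000007387) could be matched to an identifier. Its FPKM in oocytes was 905 ± 182 (SD, n = 16). The outerCCs had 116 ± 59.4 (SD, n = 16), and the innerCCs a median of 38.9 (0 to 224), with 4 libraries listed at 0. The ratio of mean FPKM was 18.5 for oocytes to innerCCs and 7.82 for oocytes to outerCCs. On log2(FPKM + 1), limma gave a log2 fold change of 6.00 (standard error 0.713, adjusted p = 4.3e-09) against innerCCs and 3.09 (standard error 0.196, adjusted p = 1.1e-16) against outerCCs, with higher values in the oocyte in 16 of 16 COCs in each comparison.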

The qPCR results showed that all the genes presented higher expression levels in oocytes than in cumulus cells (*P* < 0.05, Additional file 3: Table S7).

We further performed co-expression analysis of the transcript levels of these 9489 genes in oocytes and identified 31161 genes forming 16 and 19 clusters of co-expressed genes enriched (FDR < 0.2) for GO terms. There were 165 genes across five co-expression clusters (3, 11, 114, 257, 399) associated with the regulation of transcription (FDR < 0.2, Fig. 1e, Additional file 3: Tables S8 and S9). The second most-represented term was “proteolysis,” with 45 annotated genes in cluster 3, followed by “cellular response to DNA damage stimulus,” with 32 and three genes in clusters 3 and 146, respectively. The fourth most-represented term was “negative regulation of apoptotic process,” with 30 genes annotated in cluster 3. The results showed that the functional differences between oocytes and cumulus cells are mostly related to the regulation of transcription, proteolysis and apoptosis.

### Road map of ligands and receptors between oocytes and surrounding cumulus cells

The signaling between the oocyte and cumulus cells is bidirectional and is mediated in part by ligands and receptors [26]. We examined the expression of genes encoding ligand-receptor pairs supported by experimental evidence compiled from four protein-protein interaction databases. Using Ensembl gene homology annotation for human, mouse, pig, rabbit and rat, we identified 247,064 unique protein-protein interactions (PPIs) with corresponding cow Ensembl genes.

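Additional file 4 was at hand only in a shortened form, with 1392 gene pairs, and the protein interaction databases were not used here. On these lines the authors' average FPKM could be matched to the FPKM table. All 1471 oocyte averages compared were within 1 percent of the mean of the 16 oocytes. All 2595 cumulus averages were within 1 percent of the mean of the 2 cumulus sample types. In this cumulus mean, a sample type in which the gene was not detected took its value from the authors' filtered table, not the unfiltered one.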

After integration of the transcriptome data with the PPI network, we identified 5226 and 192 genes expressed in COCs corresponding to ligand and receptor proteins, respectively, with the potential to form 14,011 interactions (Table 1, see Additional file 4 for detailed annotation of this dataset). 

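GDF9 had a median FPKM of 579 (347 to 1013) in oocytes, 0.285 (0 to 12.5) in innerCCs and 0.373 in outerCCs. BMPR2 (ENSBTAG00000006420) was expressed in all 3 sample types, with a mean FPKM of 3.31 ± 2.13 (SD, n = 16) in oocytes, 1.59 ± 0.813 in outerCCs and a median of 0.404 (0 to 5.31) in innerCCs. INHA had a mean FPKM of 1602 ± 904 (SD, n = 16) in outerCCs. In innerCCs its median was 149 (0 to 1128), with a mean of 26.3 in COCs 176 to 184 and 844 in COCs 185 to 192. In oocytes its mean of 8.71 fell to 1.99 without COC 191, whose oocyte library had 109 FPKM. ACVR1 (ENSBTAG00000011909) had a mean of 42.5 ± 15.4 (SD, n = 16) in oocytes and 1.66 ± 1.99 in outerCCs, was over 0.5 in 5 of 16 innerCC libraries, and was higher in oocytes than in outerCCs in 16 of 16 COCs (limma log2 fold change 4.15, standard error 0.205, adjusted p = 1.5e-19). ACVR2B (ENSBTAG00000018105) had a mean of 3.73 ± 5.47 (SD, n = 16) in oocytes and 3.94 ± 2.62 in outerCCs and a median of 1.03 (0 to 28.9) in innerCCs. It did not differ between oocytes and innerCCs (limma adjusted p = 0.437) or between oocytes and outerCCs (limma adjusted p = 0.180).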

Among the interacting proteins previously validated experimentally we identified in our dataset GDF9 - BMPR2, INHA-ACVR1, INHA-ACVR2B, indicating the validity of our approach.

**Table 1:** Summary of potential ligand-receptor interactions in cumulus-oocyte complexes and corresponding genes expressed in oocytes and cumulus cells annotated

Type of signaling	N^a^ pairs (PPI^b^)	N genes expressed			
		Ligand		Receptor	
		Oocyte	CC	Oocyte	CC
Autocrine/Paracrine	964	–	–	131	134
Autocrine	52	–	–	24	–
Autocrine	40	–	–	–	21
Autocrine/Paracrine	5489	2463	2463	93	93
Autocrine/Paracrine	546	268	–	81	81
Autocrine/Paracrine	860	–	397	86	86
Autocrine/Paracrine	1050	778	778	51	–
Autocrine/Paracrine	3762	2790	2790	–	42
Autocrine	146	114	–	35	–
Autocrine	566	–	442	–	31
Paracrine	200	–	156	39	–
Paracrine	336	262	–	–	31

^a^*N* number, ^b^*PPI* protein-protein interaction

Using the expression data for these genes encoding ligands and receptors, we distinguished the following categories of potential ligand-receptor interactions between oocytes and cumulus cells: 12,671 autocrine or paracrine, 804 autocrine and 536 paracrine (Table 1). 

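Of the genes with most interactions, APP (ENSBTAG00000017753), DLG4 (ENSBTAG00000002564), EGFR (ENSBTAG00000011628) and HSPD1 (ENSBTAG00000012586) are given here. The number of libraries over 0.5 FPKM in oocytes, innerCCs and outerCCs was 2, 7 and 15 of 16 for APP, 9, 1 and 2 for DLG4, 9, 9 and 16 for EGFR, and 16 in each for HSPD1. The mean FPKM in outerCCs was 96.9 ± 36.7 (SD, n = 16) for HSPD1, 17.5 ± 6.74 for EGFR and 8.03 ± 5.99 for APP, and the median for DLG4 was 0.212. All of these but DLG4 were lower in oocytes than in outerCCs, with limma log2 fold changes from -3.30 for EGFR to -1.74 for HSPD1 (adjusted p from 7.2e-17 to 1.3e-10), in 15 or 16 of 16 COCs, and DLG4 was higher in 13 of 16 (log2 fold change 0.42, adjusted p = 0.0058). The interaction counts behind these ranks were not recomputed.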

The PPIs inferred for COCs formed a scale-free network (R^2^ = 0.65, *P* = 0.014, 1000 bootstrap simulations) with ten genes (*APP*, *CCT2*, *CCT3*, *DLG4*, *EGFR*, *HSPD1*, *NTRK1*, *RPGRIP1L* and *TRAF6*), accounting for ~ 18% of the ligand-receptor interactions (Fig. 2a).

**Fig. 2:**
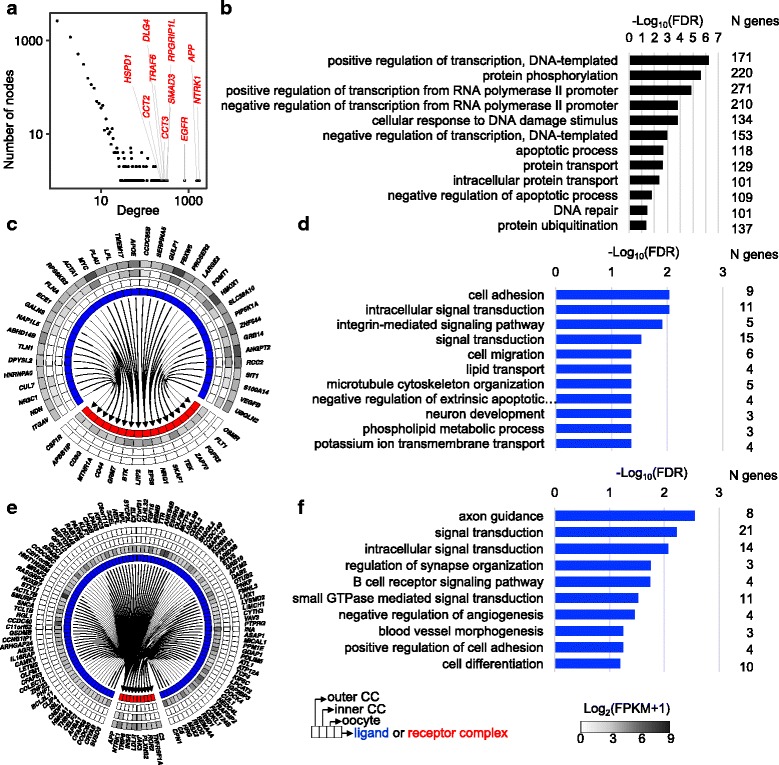
Ligand-receptor pairs in oocytes and surrounding cumulus cells. (**a**) Distribution of ligands or receptors among genes expressed in COCs according to the degree of connectivity. (**b**) Biological processes enriched (FDR < 0.05) in ligands or receptors in coding genes expressed in COCs (see Additional file 3: Table S13 for full list of terms). (**c**) Ligand-encoding genes expressed in CCs with receptor-encoding genes expressed in oocytes. (**d**) Biological processes enriched (FDR < 0.05) in ligand-encoding genes expressed in CCs with receptor-encoding genes expressed in oocytes. (**e**) Ligand-encoding genes expressed in oocytes with receptor-encoding genes expressed in CCs. (**f**) Biological processes enriched (FDR < 0.05) in ligand-encoding genes expressed in oocytes with receptor-encoding genes expressed in CCs. To improve readability, genes with average FPKM > 2 were plotted on panels **c** and **e**

Functional interrogation of the genes expressed in COCs encoding ligands and receptors with the potential to form PPIs revealed dozens of genes with significant enrichment in GO terms related to the “regulation of transcription” (*N* = 499), “protein phosphorylation,” “apoptotic process” and “protein transport” categories (FDR < 0.05, Fig. 2b, Additional file 3: Table S10). We then focused on the 156 ligand-encoding genes that were exclusively expressed in cumulus cells with corresponding receptor-encoding genes exclusively expressed in oocytes (Fig. 2c). These 156 ligand-encoding genes were enriched for “cell adhesion,” “signal transduction,” and “cell migration,” among other biological processes (FDR < 0.1, Fig. 2d, Additional file 3: Table S11). 

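In the part of Additional file 4 at hand, 5 pairs, with 5 ligand genes, had the ligand detected in cumulus cells and not in oocytes, and the receptor detected in oocytes and not in cumulus cells. In the pair with the highest mean ligand FPKM, NDN (ENSBTAG00000002186) had 16.3 ± 6.13 (SD, n = 16) in outerCCs, was listed at 0 in 9 of 16 innerCC libraries, and was over 0.5 in 4 of 16 oocytes. Its receptor gene APBB1IP (ENSBTAG00000012526) had 4.47 ± 4.28 (SD, n = 16) in oocytes and was listed at 0 in 13 innerCC and 14 outerCC libraries. The next ligand by mean FPKM, PLEKHH1 (ENSBTAG00000018297), is paired with the same receptor gene. It had 3.89 ± 2.96 (SD, n = 16) in outerCCs and was over 0.5 in 6 of 16 oocytes.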

We also queried the 262 ligand-encoding genes that were exclusively expressed in oocytes with corresponding receptor-encoding genes exclusively expressed in cumulus cells (Fig. 2e). 

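The opposite direction had 112 pairs, with 110 ligand genes, in the part at hand. LGALS3 (ENSBTAG00000002326), the ligand of highest mean FPKM, had 96.1 ± 42.9 (SD, n = 16) in oocytes. It was over 0.5 in 6 of 16 innerCC and 5 of 16 outerCC libraries, and its mean outerCC FPKM of 2.94 fell to 0.754 without COC 191. Its receptor gene APP was over 0.5 in 15 of 16 outerCC libraries. From the ligand-receptor pairs and the functions enriched among their genes, the paper proposes that ligand-receptor interactions contribute strongly to the signaling between oocytes and cumulus cells.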

Among the significantly enriched processes, we noted “signal transduction,” “cell differentiation” and “axon guidance” as the terms with largest numbers of genes (FDR < 0.1, Fig. 2f, Additional file 3: Table S12). Taken together these results support the notion that ligand-receptor interactions are a major contributor to the signaling between oocytes and cumulus cells.

### Variation in gene expression associated with developmental competence

The sampled COCs represented variable maturing stages of antral follicles, and we hypothesized that physiological changes in the growing antral follicles would result in variable expression of genes functionally related to developmental competence in oocytes and cumulus cells. Focusing on the 6701 and 7168 genes expressed in all 16 analyzed oocytes and outerCCs, we observed median coefficients of variance (CV) of 0.66 and 0.81, respectively. 

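The CV was computed with the formula of the Methods, from the SD of log2(FPKM + 1) over the 16 samples, for genes with FPKM > 0.5 in all 16. The median CV was 0.662 over 6702 genes in oocytes (jackknife standard error over COCs 0.107) and 0.809 over 7168 genes in outerCCs (standard error 0.158). The difference between these medians lies within their standard errors taken together and was not tested. Among innerCCs, 114 genes passed in all 16 libraries. The log-normal formula for a CV applies to natural logarithms, and with the SD of ln(FPKM + 1) the medians were 0.437 in oocytes and 0.523 in outerCCs. The largest move was to the SD over the mean of FPKM, with 0.419 and 0.477.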

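In oocytes, the 90th percentile of the CV was 1.24, with 671 genes above it, and 745 genes had a CV over 1.2. ELF3 (ENSBTAG00000008756), a transcription factor, could be matched to an identifier. Its CV was 2.21, higher than that of 98.7% of the genes, and its FPKM was 8.37 ± 11.2 (SD, n = 16), from 0.561 to 42.4. The genes of highest CV were ENSBTAG00000017863, with a CV of 31.9 and FPKM from 0.713 to 862, and ENSBTAG00000048137, with a CV of 5.69 and FPKM from 1.06 to 220.3. Across genes, which are not independent replicates, the CV and the mean had a Spearman's rho of -0.0903.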

Functional investigation of the top variable genes (*N* = 670 genes, CV > 1.2, 90th percentile) revealed a tendency for enrichment (FDR = 0.3) of the GO terms “blastocyst development” (*CDK11A*, *ELF3*, *NEK2* and *SMARCB1*) and “ATP synthesis coupled electron transport” (Fig. 3a). 

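In outerCCs, the 95th percentile of the CV was 1.40, with 359 genes above it, and 353 genes had a CV over 1.4. The most variable genes were ENSBTAG00000031503, with a CV of 8.53 and FPKM from 3.94 to 964, and MT1A (ENSBTAG00000038067), with a CV of 6.74 and FPKM from 2.24 to 1007. Across genes, the Spearman's rho between the CV and the mean was 0.385, and the median CV was 0.566 in the tenth of genes with the lowest mean and 0.833 in the tenth with the highest.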

Interrogation of the top variable genes in outerCCs (*N* = 359 genes, CV > 1.4, 95th percentile) highlighted several significantly enriched (FDR < 0.05) GO terms, with the top three terms being “immune response,” “cell adhesion,” and “cell division” (Fig. 3b, Additional file 3: Table S13).

**Fig. 3:**
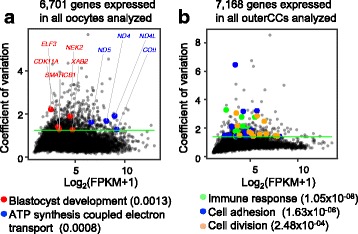
Variability in gene expression in COCs associated with biological functions. Coefficients of variation for genes expressed in all samples of oocytes (**a**) and outerCCs (**b**). Genes associated with specific categories are indicated with colored dots (*P*-value). The green line indicates the coefficient of variation threshold used to identify highly variable genes

### Co-regulated gene expression between the oocyte and corresponding cumulus cells

Analysis of three samples from the same COC allowed us to explore gene co-expression between oocytes and cumulus cells. 

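For each gene detected in oocytes and each gene detected in cumulus cells, the bicor of log2(FPKM + 1) was computed across the 16 COCs, with Pearson's correlation for genes whose median absolute deviation was 0. The test covered 108010093 pairs of oocyte and outerCC genes and 62870776 pairs of oocyte and innerCC genes. The link between the samples of a COC was then broken by permuting the COC numbers of the oocytes, 100 times with a fixed seed. In innerCCs, 70.1% of the genes had an absolute bicor over 0.7 with the number of genes in the innerCC library, against 10.3% of the genes in outerCCs with the number of genes in the outerCC library.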

We calculated the biweighted correlation (bicor) values for genes expressed in oocytes and innerCCs and for genes expressed in oocytes and outerCCs. 

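With the COCs as labelled, 7034 pairs of oocyte and outerCC genes and 42843 pairs of oocyte and innerCC genes had an absolute bicor over 0.85. The permuted COC numbers gave a mean of 2737 pairs with outerCCs (median 2087, 757 to 14129) and of 2104 pairs with innerCCs (median 923.5, 79 to 61352). The mean number of permuted pairs, divided by the pairs tested, was 2.5e-05 for outerCCs and 3.3e-05 for innerCCs. It was 38.9% of the observed number for outerCCs and 4.91% for innerCCs. As many pairs as observed were found in 5 of 100 permutations for outerCCs and in 1 of 100 for innerCCs. When COC numbers were permuted only within the sets of COCs 176 to 184 and 185 to 192, 9 of 99 permutations gave as many pairs with outerCCs (mean 3608), and 89 of 99 gave as many with innerCCs (mean 60359, from 35512 to 107335).

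**Figure D2:**
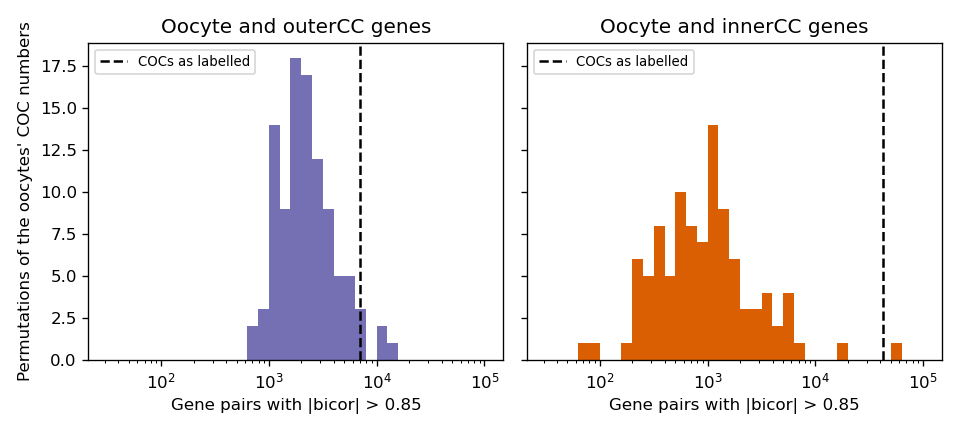
Number of gene pairs with an absolute bicor over 0.85 (horizontal axis, log scale) in 100 permutations of the COC numbers of the oocytes (vertical axis, number of permutations), for outerCC genes (left) and innerCC genes (right). The dashed lines stand at the 7034 and 42843 pairs found with the COCs as labelled.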

Several pairs of genes showed significantly correlated expression between oocytes and cumulus cells (empirical (e) FDR < 0.001, 10,000 randomizations, Additional file 1: Figure S7a). The numbers of genes showing a correlation between oocytes and outerCCs or oocytes and innerCCs were not predictive of one another (*P* < 6 × 10^− 05^, Fisher’s exact test, Additional file 1: Figure S7b). Furthermore, there was little overlap between the genes when we examined a specific correlation threshold (|bicor| > 0.85, Additional file 1: Figure S7c), providing further support for the hypothesis that the regulatory interaction is influenced by the specific localization of the cumulus cells relative to the oocyte.

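Of the oocyte genes in pairs over this threshold, 214 were in both networks, 26.1% of those paired with innerCC genes. Lists of these sizes drawn independently from the 10327 genes would share 141. Both networks use the same oocyte libraries, and permuted COC numbers gave mostly shorter lists, with an overlap of 31.1 on average (3 to 254). An overlap of 214 or more was found in 1 of 100 permutations, and in 64 of 99 within the 2 sets of 8 COCs. Because the permuted lists were mostly shorter, a ratio was chosen after this count was seen. The ratio of the overlap to that of independent lists of the same sizes was 1.52, with a mean of 1.58 over the permutations. Of the permutations over all COCs, 47 of 100 gave a ratio as high. With COC numbers permuted only within the 2 sets of 8 COCs, 91 of 99 did. The 2 networks shared 1604 cumulus genes and 0 gene pairs. From a small overlap at this threshold, and from numbers of correlated genes that did not predict one another, the paper proposes that the regulatory interaction depends on the position of the cumulus cells relative to the oocyte.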

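The pairs between oocytes and outerCCs comprised 4206 with a positive and 2828 with a negative bicor, over 1781 oocyte genes and 3187 outerCC genes. The strongest positive pair was the gene ENSBTAG00000038783 with itself, with a bicor of 0.960 (Pearson's r 0.949, Spearman's rho 0.857), and 0.951 was the value nearest to 0 when COCs were left out in turn. Its FPKM was 3.94 ± 3.92 (SD, n = 16) in oocytes and 23.5 ± 23.5 in outerCCs. The strongest negative pair was ENSBTAG00000008573 in oocytes with ENSBTAG00000005898 in outerCCs, with a bicor of -0.960 (r -0.943, rho -0.906). The number of pairs was sensitive to the correlation used, and Pearson's correlation gave 20007. Leaving out COCs 1 at a time gave from 7416 pairs without COC 176 to 20500 without COC 181, with 15 COCs in place of 16 at the same threshold. After regression of each gene on the number of genes in its library, 10954 pairs were found, and 3 of 99 permutations of these residuals gave as many.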

We then focused on the 7034 pairs of genes expressed in oocytes (*N* = 1781) and outerCCs (*N* = 3187) that presented a strong positive or negative correlation (|bicor| > 0.85, eFDR< 1.8 × 10^− 5^) and asked whether the genes could be clustered according to their biological function. We used the WGCNA approach to independently cluster the 1781 and 3187 genes expressed in oocytes and outerCCs, respectively. The 1781 genes expressed in oocytes formed one co-expression cluster (*N* = 57 annotated genes) enriched for “positive regulation of transcription from RNA polymerase II promoter”. The 3187 genes expressed in outerCCs formed five co-expression clusters enriched for biological processes (FDR < 0.05, Fig. 4a), including “protein phosphorylation” in cluster 2; “negative regulation of transcription from RNA polymerase II promoter” and “positive regulation of transcription from RNA polymerase II promoter” in cluster 3; “negative regulation of transcription from RNA polymerase II promoter,” “in utero embryonic development,” “translation,” “cellular response to DNA damage stimulus,” “cell differentiation” and “negative regulation of apoptotic process” in cluster 7; “oxidation-reduction process” in cluster 9; and “regulation of transcription, DNA dependent” in cluster 14.

**Fig. 4:**
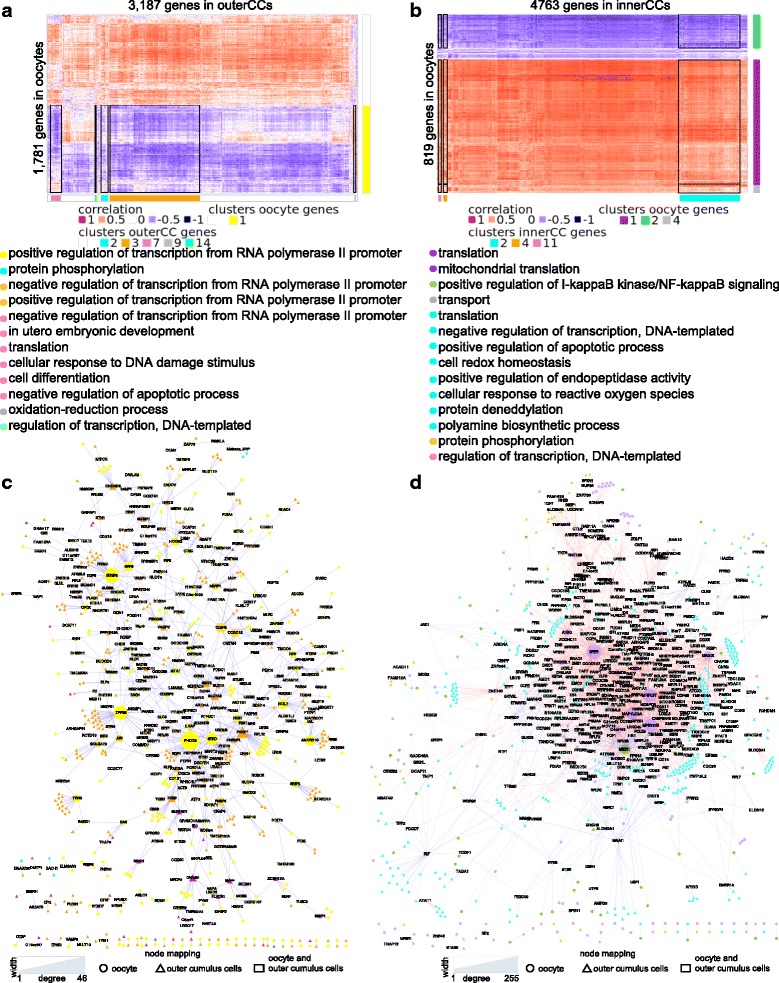
Functional co-expression between oocytes and surrounding cumulus cells. Heatmap of genes showing a high correlation (|bicor| > 0.85) of expression values between oocytes and outerCCs (**a**) and oocytes and innerCCs (**b**). Horizontal and vertical bars next to the heatmaps annotate gene clusters with enriched biological processes (FDR < 0.2). The black boxes indicate the co-expression blocks with intersection of clusters enriched for biological processes. Co-expression networks between oocytes and outerCCs (**c**) and oocytes and innerCCs (**d**). The color of symbols in panels c and d correspond to the colored circles and the GO biological processes on panels **a** and **b**, respectively

There were 42,843 pairs of genes expressed in oocytes (*N* = 819) and innerCCs (*N* = 4569) that presented a strong positive or negative correlation (|bicor| > 0.85, eFDR < 1.8 × 10^− 5^). 

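Between oocytes and innerCCs, 36471 pairs had a positive and 6372 a negative bicor, over 819 oocyte genes and 4763 innerCC genes. ENSBTAG00000021052 in oocytes with ENSBTAG00000002869 in innerCCs formed the strongest positive pair, with a bicor of 0.980 (Pearson's r 0.976, Spearman's rho 0.937), which fell to 0.775 without COC 192. ENSBTAG00000019949 with ENSBTAG00000035615 formed the strongest negative pair, with -0.947 (r -0.910, rho -0.943). Each of these innerCC genes was listed at 0 in 5 of 16 libraries. Weighted by pairs, the mean absolute bicor of the oocyte genes with the number of genes in the innerCC library was 0.796. After regression of each gene on the number of genes in its library, 1399 pairs were left, and 61 of 99 permutations of the residuals gave as many. With the mean of each set of 8 COCs subtracted, 1224 pairs were left, and 48 of 99 permutations gave as many. The same subtraction gave 13505 pairs with outerCCs, with as many in 2 of 99 permutations.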

Co-expression analysis of the 819 genes expressed in the oocytes formed three clusters enriched for biological processes (FDR < 0.05, Fig. 4a): “translation” and “mitochondrial translation” in cluster 1; “positive regulation of I-kappaB kinase/NF-kappaB signaling” in cluster 2; and “transport” in cluster 4. The selected genes expressed in innerCCs formed three co-expression clusters enriched for biological processes (FDR < 0.05, Fig. 4b): “translation,” “negative regulation of transcription, DNA-templated,” and “positive regulation of apoptotic process,” among others in cluster 2; “protein phosphorylation” in cluster 4; and “regulation of transcription, DNA-templated” in cluster 11.

The clustering of the genes with correlated expression revealed patterns across genes with different functionalities (Fig. 4 a, b). For example, cluster 1 formed by oocyte genes showed mostly negative correlations with outerCC genes in clusters 2 ($$ \overline{bicor} $$= − 0.19), 3 ($$ \overline{bicor} $$= − 0.4), 7 ($$ \overline{bicor} $$= − 0.32) and 1 ($$ \overline{bicor} $$4 = − 0.12) but presented a balanced distribution of positive and negative correlations with cluster 9 ($$ \overline{bicor} $$= 0.04) (Additional file 1: Figure S8a). 

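The enriched clusters could not be matched gene by gene, so the genes in pairs were clustered here by average linkage on Euclidean distances between their profiles of 1 - bicor, and the tree of each side was divided in 2. The first oocyte cluster (900 genes) had a mean bicor of 0.355 with the larger outerCC cluster (3091 genes), with 92.6% of the values positive. The second oocyte cluster (881 genes) had a mean of -0.295 with the same outerCC genes, with 13.6% positive. With the smaller outerCC cluster (96 genes), the means were -0.0390 and 0.0470.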

The correlations formed by genes expressed in oocytes and innerCCs mostly showed negative associations between oocyte genes in cluster 2 and innerCC genes in clusters 2, 4 and 11 ($$ \overline{bicor} $$= − 0.6, $$ \overline{bicor} $$= − 0.46, and $$ \overline{bicor} $$= − 0.46, respectively). By contrast, clusters 1 and 4 formed by oocyte genes mostly showed positive correlations with clusters 2, 4 and 11 formed by innerCC genes ($$ \overline{bicor} $$= 0.58, $$ \overline{bicor} $$= 0.53, $$ \overline{bicor} $$= 0.5, $$ \overline{bicor} $$= 0.39, $$ \overline{bicor} $$= 0.29, $$ \overline{bicor} $$= 0.3, respectively, Additional file 1: Figure S8b). These results highlight patterns of co-expression that potentially resemble the functional regulatory roles between oocytes and cumulus cells.

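Clustered in the same way, 199 oocyte genes had a mean bicor of -0.529 with 4752 innerCC genes, with 0.599% of the values positive, and the other 620 oocyte genes had a mean of 0.593 with these innerCC genes, with 99.6% positive. A second innerCC cluster held 11 genes, with means of 0.0066 and -0.0142.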

The network formed from the co-expression results highlighted genes that are likely regulatory hubs between oocytes and cumulus cells. Among the interactions between oocytes and outerCCs, *FHOD3*, *SUGP2*, *ZFP36*, *SRRD*, *ANKRD10*, *RRP8*, *NOL7* and *HOOK2* expressed in oocytes, *PAXIP1* expressed in outerCCs, and *CEBPG* expressed in both oocytes and outerCCs were the top ten genes with the highest degrees of connectivity (Fig. 4c). 

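In the network of oocytes and outerCCs, 10 oocyte genes held 14.1% of the pairs, and the median oocyte gene in a pair had 1 partner. The highest degree was that of TNFSF18 (ENSBTAG00000047412) in oocytes, with 178 partners and an FPKM of 3.49 ± 2.39 (SD, n = 16), followed by HAL (ENSBTAG00000016276) with 170 partners. As high a degree was found in 40 of 100 permutations, and in 23 of 99 within the 2 sets of COCs. Leaving out COCs 1 at a time gave TNFSF18 from 47 partners, without COC 181, to 785, and HAL from 73 to 428. With the number of genes per library regressed out, TNFSF18 and HAL had 0 partners, and with the set means subtracted they had 185 and 157. PAXIP1 (ENSBTAG00000017505) in outerCCs ranked 10th with 59 partners, from 26 without COC 176 to 241 (mean FPKM 1.15 ± 0.784, SD, n = 16), 0 after the regression and 3 after the subtraction. NOL7 (ENSBTAG00000021554) in oocytes ranked 53rd with 27 partners (mean FPKM 147 ± 69.2, SD, n = 16), from 11 without COC 177 to 81, 40 after the regression and 31 after the subtraction. The other named genes could not be matched to an identifier.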

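In the network of oocytes and innerCCs, 10 oocyte genes held 34.3% of the pairs. ENSBTAG00000021052 had the highest degree, with 2520 partners, and a degree as high was found in 0 of 100 permutations of the COC numbers and in 16 of 99 permutations within the 2 sets of COCs. It was followed by GRTP1 (ENSBTAG00000010246) with 1803 and PPP1R12C (ENSBTAG00000017847) with 1779 partners. With a COC left out, their numbers ranged from 1209 to 2748, from 940 to 1256 and from 859 to 1651 in this order, each lowest without COC 191. After the number of genes per library was regressed out, 0 partners were left for each, and after the set means were subtracted, 11, 0 and 0. The bicor of these 3 oocyte genes with the number of genes in the innerCC library was 0.930, 0.921 and 0.897. The mean FPKM of GRTP1 in oocytes was 0.187 in COCs 176 to 184 and 3.44 in COCs 185 to 192, and that of PPP1R12C was 0.639 and 3.14. MAP1LC3A (ENSBTAG00000006135) had 552 partners, at rank 19. GPR137B (ENSBTAG00000000830) had 292 partners at rank 37, A1BG (ENSBTAG00000009735) 246 at rank 42, HOXD4 (ENSBTAG00000039581) 208 at rank 49 and MIER1 (ENSBTAG00000005443) 200 at rank 51. With COCs left out in turn, the partners ranged from 241 to 1308 for MAP1LC3A, from 69 to 579 for GPR137B, from 130 to 1622 for HOXD4 and from 72 to 855 for MIER1, and reached up to 1379 for A1BG. In these 5 genes, 0 partners were left after the number of genes per library was regressed out or the set means were subtracted. The mean oocyte FPKM of MAP1LC3A was 2.35 in COCs 176 to 184 and 8.49 in COCs 185 to 192. The paper proposes that the genes of highest connectivity are regulatory hubs between oocytes and cumulus cells.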

Among the interactions between oocytes and innerCCs, the *GFER*, *MRPL57*, *GPR137B*, *MAP1LC3A*, *MIER1*, *MAGIX*, *COMMD9*, *C4orf48*, *A1BG* and *HOXD4* genes expressed in oocytes presented the highest degrees of connectivity (Fig. 4d). These results suggest the existence of key genes with major regulatory functions in COCs.

## Discussion

The understanding of how cells interact within a micro-environment is key for the comprehension of a physiological process at the systems levels. The complexity of the molecular interactions between the oocyte and the surrounding cumulus cells in the follicular microenvironment during folliculogenesis has yet to be fully appreciated. In this study, we diligently sampled the oocytes and surrounding cumulus cells of single COCs and generated RNA sequencing data from three sample types from multiple COCs. We used this dataset to gain the following insights into important factors in the communication between oocytes and cumulus cells: (i) cumulus cells positioned closer to or farther from the oocyte are likely to have a distinct interaction with the oocyte; (ii) similarly to the reported for somatic cells in humans [27], there are several potential ligands and receptors that can mediate regulatory signaling between oocytes and cumulus cells; and (iii) the association between the transcript levels of genes expressed in oocytes and cumulus cells strongly indicates that the interaction between oocytes and cumulus cells is partly modulated by gene regulatory mechanisms. The underlying mechanisms of gene regulation and how the cross-modulation of transcript levels contributes to the fate of antral follicles currently remain unknown.

The oocyte accumulates a rich variety of transcripts and proteins through folliculogenesis. The results of co-expression analyses in oocytes showed that coordinated regulatory mechanisms drive the transcription and accumulation of 2222 gene products. Our results highlight dozens of genes with transcriptional regulatory functions (*N* = 69) or functions related to translation (*N* = 54). These genes likely play central roles in the modulation of embryo genome activation [28].

The mechanisms that control gene expression in cumulus cells during the growth of antral follicles are not yet understood. Nevertheless, our results showing coordinated expression of several genes related to “translation” and “oxidation-reduction process” in cumulus cells are indicative that such genes are regulated by gonadotropins [29, 30] or insulin [29]. These results provide support for hormonal regulation as a mechanism that modulates gene expression in cumulus cells. Of note, the distinct patters of gene co-regulation between innerCCs and outerCCs corroborates with previous findings of a greater number of apoptotic cells in the outer layers of cumulus compared to the cells closer to the oocyte [31].

The signaling between cumulus cells and oocytes is central to folliculogenesis. We must ponder, however, that limitations on PPI databases and even on our detection of gene transcripts may have limited the identification of critical interactors in COCs. Furthermore, experimental validation should provide empirical evidence of the interactions presented on this study. Nonetheless, the integration of transcriptome and proteomics datasets provided a genome-wide view of ligand-receptor or receptor-receptor potentially interacting in the COCs.

Our results showed that hundreds of possible ligand-receptor pairs can transduce paracrine signaling. Notably, several genes that are only expressed in oocytes encode ligands that are functionally related to “axon guidance,” while on the other side of the zona pelucida, cumulus cells express several genes involved in cell adhesion. It is possible that the oocyte uses strategies similar to those described for the nervous system [32] to guide the formation of transzonal cellular projections [10, 33] to establish close contact between the oocyte and cumulus cells from the corona radiata. At the same time, the cumulus cells are likely responsible for the signaling required to establish and sustain cellular adhesion with the oocyte membrane [34].

The functional analysis of ligands and receptors indicated that signaling between the oocyte and cumulus cells also regulates gene transcription. Our experimental design allowed us to further explore the possibility that oocytes regulate gene expression in cumulus cells and vice versa. Our results showed that the transcript levels of several hundred genes expressed in oocytes present linear co-variation with genes expressed in cumulus cells. Furthermore, the results indicate functional organization of a select group of co-expressed genes. Such cross-cellular transcriptional regulation could be modulated by paracrine signaling [35], as we identified several potential ligand-receptor pairs that may be formed as well as transfer of small molecules through gap junctions [36] and transport of mRNAs between cumulus cells and oocytes [10]. These findings provide strong evidence that a complex gene regulatory network between oocytes and cumulus cells regulates the maturation of COCs in antral follicles.

## Conclusion

We determined that several hundreds of genes present co-expression within compartments in a cumulus -oocyte complex. The major differences between oocytes and the surrounding cumulus cells include but are not limited to regulation of transcription, and those genes are likely responsible for distinct physiological specialization between cumulus and oocytes. Despite their different functional roles, oocytes and cumulus cells are dependent on each other’s signaling to progress through folliculogenesis. The paracrine signal between the oocyte and cumulus cells can be conducted by hundreds of putative ligand-receptor pairs is a potential venue for transcriptional regulation between oocyte and cumulus cells. The significant correlated expression of thousands of genes in oocytes and cumulus cells is a strong genome-wide evidence that supports the occurrence of a gene regulatory networks between oocyte and cumulus cells. Our findings show that the interaction between oocyte and cumulus cells is much more complex than the exchange of metabolites and involves gene regulation.

## Methods

### Sample collection from single COCs

Ovaries were obtained from *Bos taurus* cows from a commercial slaughter house (Brown Packing, SC). No live animals were handled specifically for this study and ovaries were handled postmortem, thus the study was not submitted for approval by the institutional ethics committee at Auburn University.

Upon removal from the animals, ovaries were placed in a 0.8% saline solution and transported to the laboratory. Ovarian follicles measuring between 3 and 8 mm in diameter were aspirated with an 18-gauge needle, and the aspirates were transferred to sterile 50 ml conical tubes. COCs were then selected from the follicular fluid and washed in TCM-199 medium supplemented with 0.42 M sodium bicarbonate (Macron), 0.02 M Hepes (Sigma-Aldrich), 10% (v:v) fetal bovine serum (Seradigm), 0.05 g/ml gentamicin (Amresco), 0.022 g/ml pyruvate (Acros Organics) and 1× Glutamax (Gibco). COCs were selected based on morphological characteristics indicative of a greater developmental potential [21, 37]. The obtained COCs containing oocytes with homogeneous cytoplasm surrounded by more than five layers of cumulus cells were used in our research. This strategy was adopted to eliminate COCs collected from degenerating follicles, so that the RNA of healthy COCs would be profiled.

The selected COCs were individually transferred to a 5 μl droplet of 1× PBS 0.02% BSA (Akron). The COCs were then transferred to a droplet containing 1× Trypsin (HyClone Laboratories), and the outer layer of CCs was removed through gentle pipetting. These outer cumulus cells were collected, flash frozen and stored at − 80 °C. The remaining COC (the oocyte and approximately two/three layers of cumulus cells) was then washed in fresh 1× PBS 0.02% BSA and then transferred to a droplet of 1× Trypsin. The remaining layers of cumulus cells were removed by gentle pipetting. The denuded oocytes were transferred twice to fresh droplets of 1× PBS 0.02% BSA to avoid carryover of cumulus cells. A schematic of the sample handling with representative images of the samples is depicted in Additional file 1: Figure S9. Five oocytes were examined via fluorescence microscopy to verify that no CCs remained attached to the oocyte (not snap frozen for RNA analysis, Additional file 1: Figure S10). The inner cumulus cells were collected, snap frozen in liquid nitrogen, and stored at − 80 °C. The oocyte was then collected with using minimal 1× PBS 0.02% BSA solution and snap frozen in liquid nitrogen. All samples were stored at − 80 °C until use for cell lysis.

### Library preparation and RNA sequencing

For each of the 16 COCs, we prepared libraries for the oocyte, innerCC and outerCC cells. We extracted RNA from cumulus cells using the guanidine thiocyanate-phenol chloroform procedure [38, 39] (TRIzol reagent, Thermo Fisher), with the addition of 0.5 μl of GlycoBlue Coprecipitant (Thermo Fisher) as the RNA carrier [40]. We eluted the RNA from CCs in 4 μl of a solution containing dNTPs and oligo-dT_30_VN and proceeded with polyA+ whole transcriptome amplification using the SMART-seq2 protocol [41, 42] for cDNA amplification. For the oocytes, we added 2 μl of lysis buffer (20 IU/μl RNase inhibitor (Amresco), 0.2% Triton X-100 (Amresco)) to the tube and proceeded with polyA+ whole transcriptome amplification using the SMART-seq2 protocol [41, 42] for cDNA amplification. The samples were subjected to 16 cycles of PCR amplification. For all samples, we used 1 ng of amplified cDNA for library preparation with the Nextera XT DNA library preg Kit (Illumina, Inc.), as per the procedures described in the SMART-seq2 protocol [41, 42]. The libraries were quantified using a Qubit 3.0 fluorometer (Thermo Fisher) and assayed for quality assessment on a 2100 Bioanalyzer System (Agilent). The libraries were sequenced at the Genomic Services Lab at HudsonAlpha in Huntsville, AL, on HiSeq2500 equipment (Illumina, Inc.) to produce paired-end reads of 100 nucleotides in length.

### Estimation of gene expression levels and principal component analysis

The libraries were aligned against the *Bos taurus* genome, UMD3.1, downloaded from Ensembl [43] using the STAR (v2.5.2) [44] aligner. Only reads showing a unique match to the genome and less than five mismatches were further filtered to eliminate duplicates with picard (v2.5, http://broadinstitute.github.io/picard/). The bam files containing non-duplicated reads were employed as input for Cufflinks (v.2.2.1), together with Ensembl gene annotation [45] UMD3.1.87, to obtain FPKM data [46]. Genes were subjected to analytical procedures if FPKM > 0.5 in eight or more cells of each cell type (oocytes, innerCCs and outerCCs). All statistical analyses were conducted in R software [47]. Codes are available from the corresponding author upon request.

To identify the main sources of variation in the dataset, we employed the FPKM values as the input for principal component analysis using the FactorMiner R package [48]. The significance of the principal components was obtained with the Seurat package [49] via a permutation test, after 1000 randomized samplings [50].

### Correlation network analysis of gene expression within sample types

We performed weighted gene correlation network analysis each of the sample types (oocytes, innerCCs and outerCCs) using the WCGNA package [51]. For each of the three sample types, we used log_2_(FKPM+ 1) values to calculate signed adjacency, followed by the calculation of topological overlap similarity to identify patterns of interconnectivity among genes [51]. The topological overlap matrix (TOM) was converted into a distance matrix (1-TOM) for clustering, using the average method and the Euclidian distance, with the flashClust package [52]. GO [53] enrichment was performed for co-expression modules by cutting the tree at different heights, and the most representative cutting is presented in the main or Supplementary figures.

### Testing gene sets for GO enrichment

The GO [53] enrichment of the gene lists was tested using the genes expressed in the corresponding sample types (oocytes, innerCCs or outerCCs) as the background. We obtained GO annotations and transcript lengths from BioMart [54] and used the GOseq package [55] to estimate enrichment significance via the Wallenius approximation method [55]. We used FDR for multiple testing under dependency [56] to adjust *P*-values. GO terms with an FDR < 0.2 were inferred to be statistically significant.

### Comparison of gene expression between oocytes and cumulus cells

The non-duplicated reads were subjected to counting according to Ensembl gene annotation [45] UMD3.1.87 using HTSeq (v. 0.6.1) software [57]. We employed the raw read count to compare gene expression levels between samples with the packages edgeR [58], using the TMM normalization [59] and DeSeq2 [60] using sample- and gene-specific normalization factors as described elsewhere [60]. The model considered the two cell types being compared (oocyte vs. innerCC, oocyte vs. outerCC) and the collection batch (batch = 1, 2). We inferred that differential gene expression existed if the Benjamini-Hochberg [61] FDR was < 0.01 in the results obtained using both packages.

### Validation of differential gene expression by RT-qPCR

We selected five genes that were upregulated in oocytes compared with cumulus cells for validation of the RNAseq results (Additional file 3: Table S7). The genes were selected according to their previously recognized roles in oocyte acquisition of developmental competence.

We collected three pools of oocytes and cumulus samples, using 35–40 COCs for each pool. Total RNA was extracted using the TRIzol reagent, and RNA equivalent to the content of five oocytes or cumulus cells from five COCs was used for cDNA amplification using the SMART-Seq2 procedures. Amplified cDNA was purified and used as template for qPCR.

qPCR was performed using 0.5 ng of amplified DNA, 0.1 nM of specific primers (Additional file 3: Table S13) and Perfecta SYBR Green FastMix (Quanta Biosciences), in a final reaction of 10 μl. The reactions were assayed in Roche Light Cycler 480 equipment (Roche), with pre-incubation at 95 °C for 1 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 45 s. A melting curve was subsequently generated using the thermocycler’s default parameters to validate primer specificity.

We used the *glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*) gene as the internal control to normalize the expression levels of target genes (primers: TGGTGAAGGTCGGAGTGAAC, ATGGCGACGATGTCCACTTT). Primers were designed using Primer-BLAST [62] and are described on Additional file 3: Table S7. The PCR efficiency was estimated for each primer set with LinRegPCR [63], and relative expression values were calculated using the method described for primers with different amplification efficiencies [64]. The results shown in Additional file 3: Table S7 are expressed as the fold changes in oocytes relative to those in cumulus cells. We assessed the significance of the fold changes by comparing the averages ΔC_T_ [65] values with Student’s t-test [66].

### Identification of putative ligands and receptors in cumulus-oocyte complexes

First, we produced a comprehensive PPI database. We downloaded the databases from BioGRID [67], MINT [68], DIP [69] and IntAct [70] and filtered them to retain the interactions from cow, human, mouse, pig, rabbit and rat. The gene or protein identifiers were then converted to Ensemble gene identifiers using Entrez [71] gene-to-Ensembl mapping for BioGRID or UniProt-SwissProt [72]-to-Ensembl mapping for MINT, DIP and IntAct. The mapping of gene homology between each of the selected species and cow was obtained from the BioMart database [54, 73] (accessed on 03/09/2017), and the database was further filtered to eliminate duplicate interactions. We ultimately retained 247,064 putative PPIs.

Next, we used BioMart [73] (accessed on 03/23/2017) to annotate the genes with GO terms. We retained the pairs that contained one or two gene identifiers annotated with either the term “receptor complex” or “receptor activity”, which are the broadest terms associated with receptors in the GO tree structure. Here we designated “ligand” a protein that binds to a protein that is a receptor or is part or a receptor complex. We then mapped the gene identifier to the three transcriptome datasets (oocyte, innerCC and outerCC) to identify potential protein-protein pairs enriched for ligands and receptors in the cumulus-oocyte complexes. We conducted tests of GO enrichment with ligands following the procedures described above, and we drew circle plots with the circlize package [74].

### Functional annotation of highly variable genes

To achieve robust functional annotation of variable genes, we retained only those genes that were detected in all 16 oocytes (*N* = 6701) or all 16 outerCC samples (*N* = 7168). We did not conduct this analysis for innerCCs because there were only a few hundred genes expressed in all 16 samples. For each gene, we calculated the coefficient of variance according to$$ CV=\sqrt{\left({\mathit{\exp}}^{\left({x}^2\right)}\right)-1} $$, where *x* is the sample standard deviation of log_2_(FPKM+ 1) for each gene. Then, we carried out GO enrichment tests for the genes with highly variable expression.

### Calculation of the pairwise correlation of transcript levels between genes expressed in oocytes and surrounding cumulus cells

For each of the 16 COCs collected, we sampled the oocyte, innerCCs and outerCCs. We leveraged this sampling structure to calculate the biweighted correlation (bicor [25, 52]) between the expression levels of genes expressed in oocytes and the surrounding cumulus cells according to the following framework. Let *x*_*kj*_ be the log_2_(FPKM+ 1) value of gene *k*_(1, …, *n*)_ in the oocyte, *y*_*lj*_ the log_2_(FPKM+ 1) value of gene *l*_(1, …, *n*)_ in the innerCCs, and *z*_*mj*_ the log_2_(FPKM+ 1) value of gene *m*_(1, …, *n*)_, in the COC *j*_(1, .., 16)_. We calculated $$ {bicor}_{\left({x}_{kj},{y}_{lj}\right)} $$ and $$ {bicor}_{\left({x}_{kj},{z}_{mj}\right)} $$ using the “bicor()” function [52] in R as the coefficient of the association of expression levels between genes transcribed in different cells.

The statistical significance of the coefficients was estimated using eFDR [75, 76]. We disrupted the connection of a COC linking each pair of samples (i.e., oocyte and innerCCs) by permuting the COC index *j*_(1, .., 16)_ from the oocyte samples and calculated $$ {bicor}_{\left({x}_{kj},{y}_{lj}\right)}^{0b} $$ and $$ {bicor}_{\left({x}_{kj},{z}_{mj}\right)}^{0b} $$ for each gene pair for 10,000 permutations (B) with no replacements (for the oocyte and innerCCs or the oocyte and outerCCs independently). Then, eFDR for $$ {bicor}_{\left({x}_{kj},{y}_{lj}\right)} $$ was estimated as $$ \sum \limits_{b=1}^B\frac{\#\left(k:\left|{bicor}_{\left({x}_{kj},{y}_{lj}\right)}^{0b}\right|\ge \left|{bicor}_{\left({x}_{kj},{y}_{lj}\right)}\right|,\kern0.75em k=1,\dots, \left(k\times l\right)\right)+1}{\left(k\times l\times B\right)+1} $$, as described in the literature [76]. Because this method can be computationally intensive, we calculated eFDR for specific values of biweighted correlation (Additional file 1: Figure S7a).

### Functional analysis of the co-expression network between oocytes and the surrounding cumulus cells

We conducted the network analyses with genes that showed highly significant (eFDR< 1.8 × 10^− 5^) and strong correlations (|bicor| > 0.85, N_oocyte_ = 819 and N_innerCC_ = 4569; N_oocyte_ = 1781 and N_outerCC_ = 3187). Here, we describe the application of the method for oocytes and outerCCs, but this method was also applied for oocytes and innerCCs. First, we calculated a distance matrix ($$ 1-{bicor}_{\left({x}_{kj},{y}_{lj}\right)} $$) and used it as the input for clustering (average method and Euclidian distance) of the two dimensions (i.e., genes from oocytes in rows and genes from outerCCs in columns). We cut each tree at different heights and tested the clusters for enrichment of biological functions from the GO database (see description above). We used the ComplexHeatmaps package [77] to draw annotated heatmaps and Cytoscape [78] software to visualize the networks. The same approach was used for oocytes and innerCCs.

## Additional files

Additional file 1: **Figures S1-S10.** Supplementary Figures to Functional signaling and gene regulatory networks between the oocyte and the surrounding cumulus cell.

Additional file 2: List of genes specifically expressed in oocytes and cumulus cells. Four spreadsheets containing genes specifically expressed in oocytes, inner CCs, outerCC and CCs, average FPKM, and Ensembl annotation.

Additional file 3: **Tables S1-S13.** Supplementary Tables to Functional signaling and gene regulatory networks between the oocyte and the surrounding cumulus cell.

Additional file 4: Annotation of the 14,011 Ensembl pairs of genes corresponding to potential ligand-receptor or receptor-receptor interactions between oocytes and cumulus cells. Table containing Ensembl identifiers, expression levels and annotation of genes corresponding to potential ligand-receptor or receptor-receptor interactions between oocytes and cumulus cells.

## Abbreviations

bicor: biweight correlation
CC: Cumulus cells
COC: Cumulus oocyte complex
CV: Coefficient of variation
eFDR: empirical false discovery rate
FPKM: Fragment per kilobase per million
GO: Gene ontology
N: number
PPI: Protein-protein interaction
qPCR: quantitative polymerase chain reaction
TOM: Topological overlapping matrix

# Supplementary material for: Functional signaling and gene regulatory networks between the oocyte and the surrounding cumulus cells
**Source:** BMC Genomics. 2018 May 10;19:351. doi: 10.1186/s12864-018-4738-2
**Supplement:** Supplementary file 1 — Figures S1-S10. Supplementary Figures to Functional signaling and gene regulatory networks between the oocyte and the surrounding cumulus cell.

Supplementary Figures and Tables to Functional signaling and gene regulatory networks  
between the oocyte and the surrounding cumulus cells.

Fernando H. Biase\*, Katelyn M. Kimble

Address: 559 Devall Dr, Auburn, AL 36849

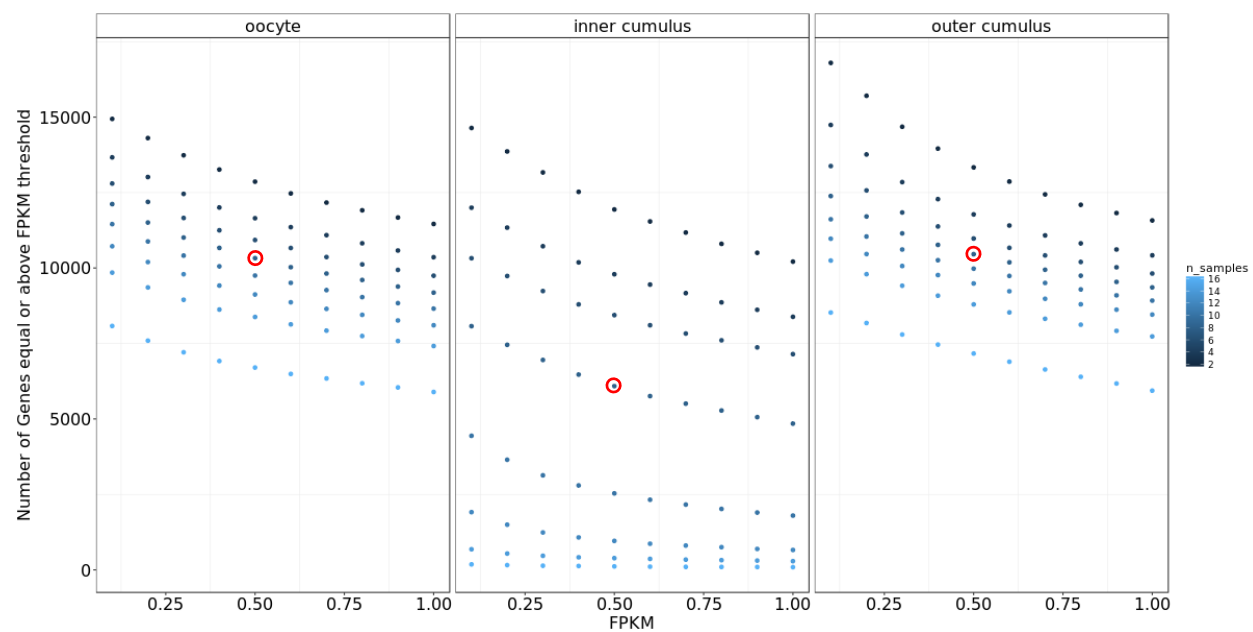

Fig S1. Number of genes detected by RNA-seq according to different thresholds. Red circles mark the number of genes used for analytical procedures.

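Figure S1 counts the genes that pass different thresholds of FPKM and of the number of samples. Computed from the FPKM table with 8 or more samples, a threshold of FPKM > 0.1 gave 12118 genes in oocytes, 8073 in innerCCs and 12384 in outerCCs. A threshold of FPKM > 1 gave 9185, 4845 and 9358 genes in the same order. Requiring more than 8 samples at FPKM > 0.5 gave 10030 genes in oocytes, 4065 in innerCCs and 10200 in outerCCs.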

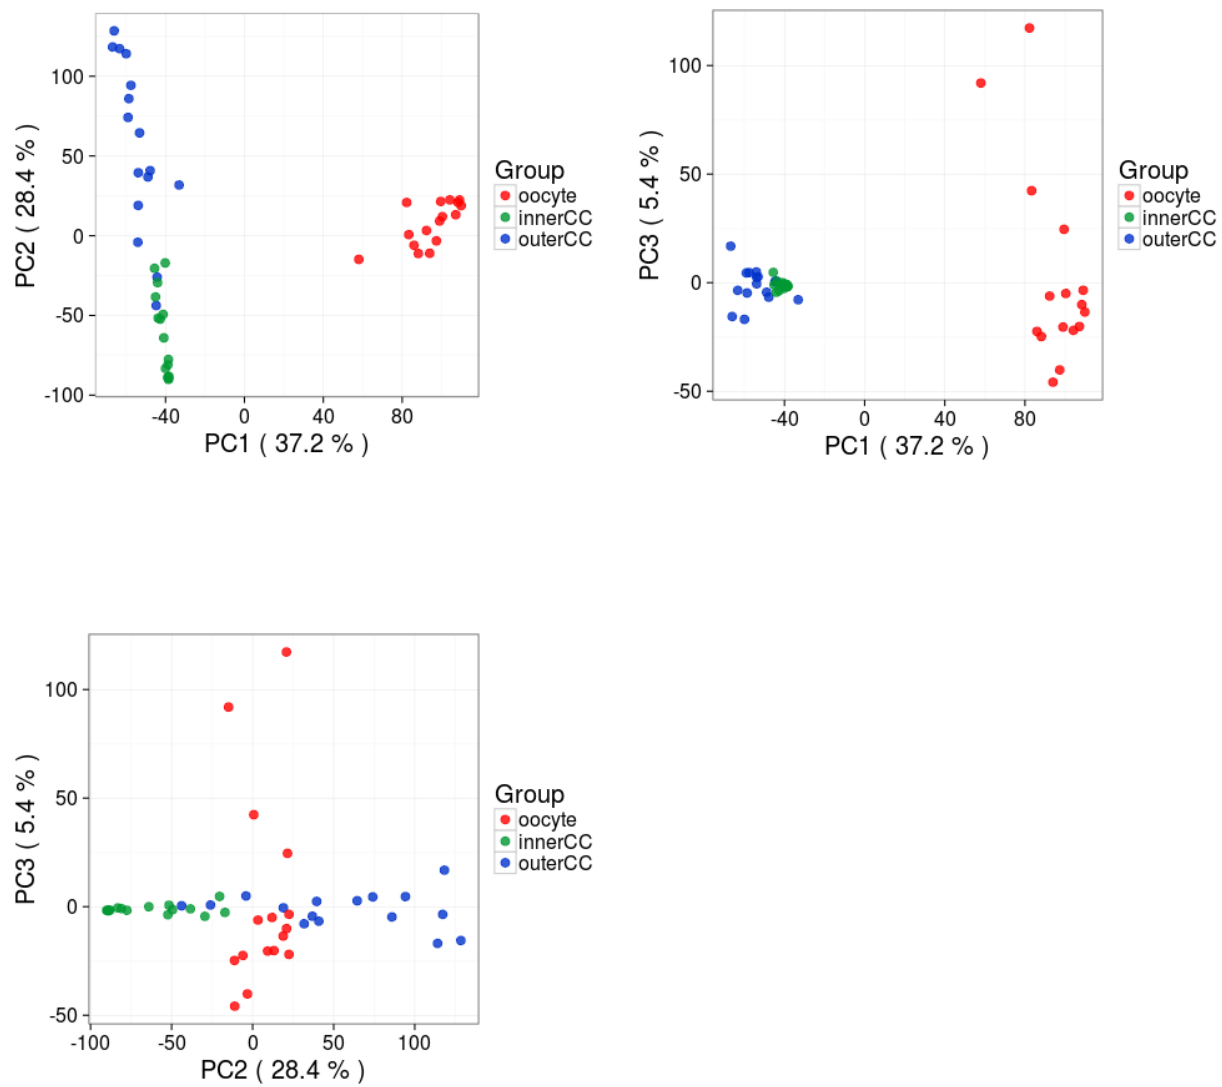

Fig S2. Principal component analysis of the samples collected.

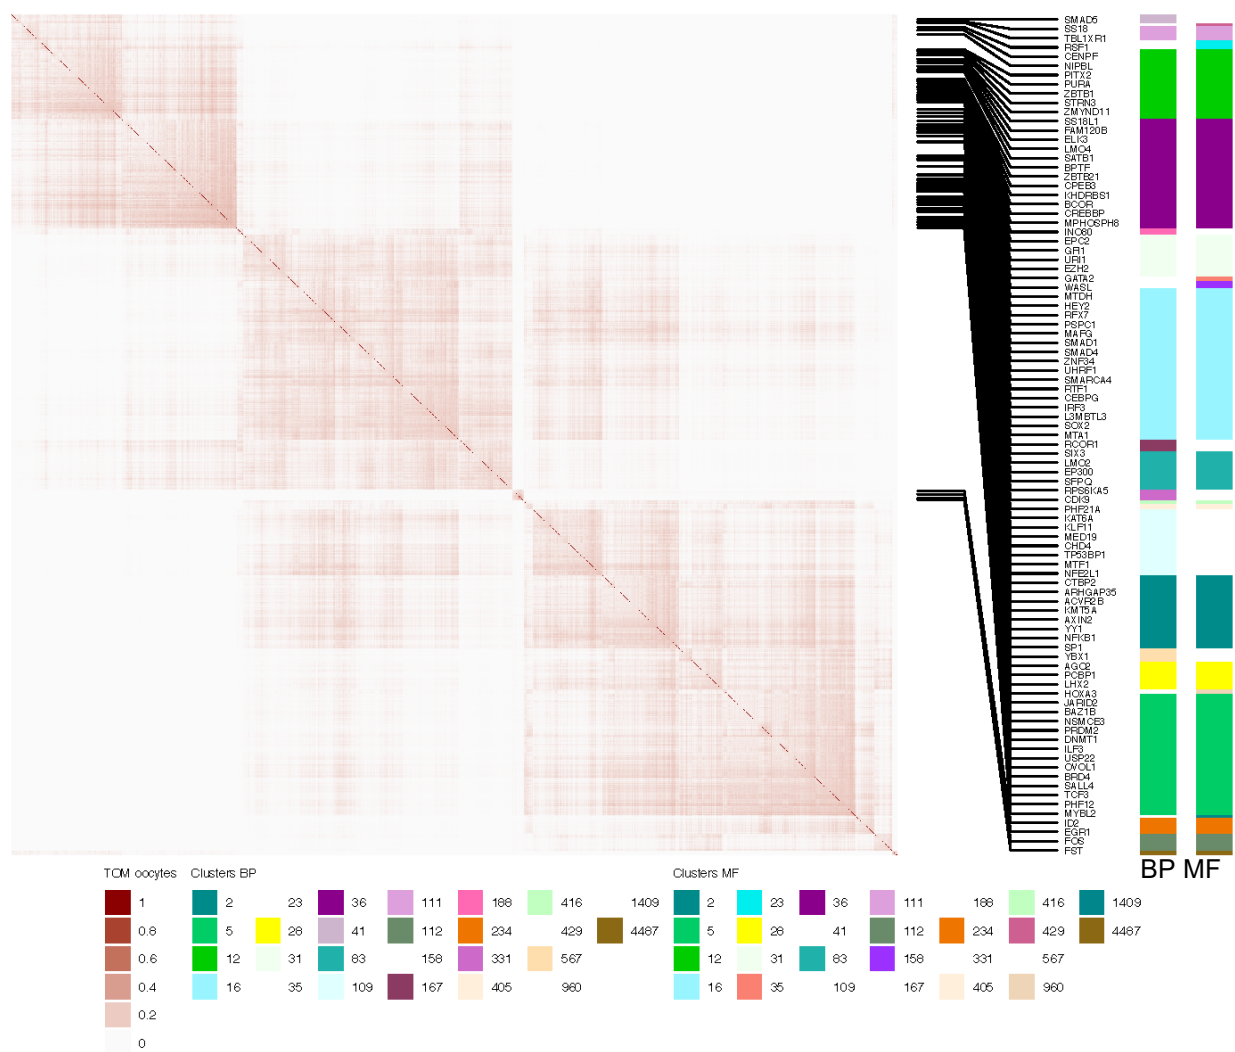

Fig. S3. Topological overlap of transcript levels for 2,222 genes expressed in oocytes. Genes related to regulation of transcription are annotated. The two vertical bars on the right-hand side of the panel annotate clusters with enrichment for gene ontology biological processes (BP) and molecular functions (MF).

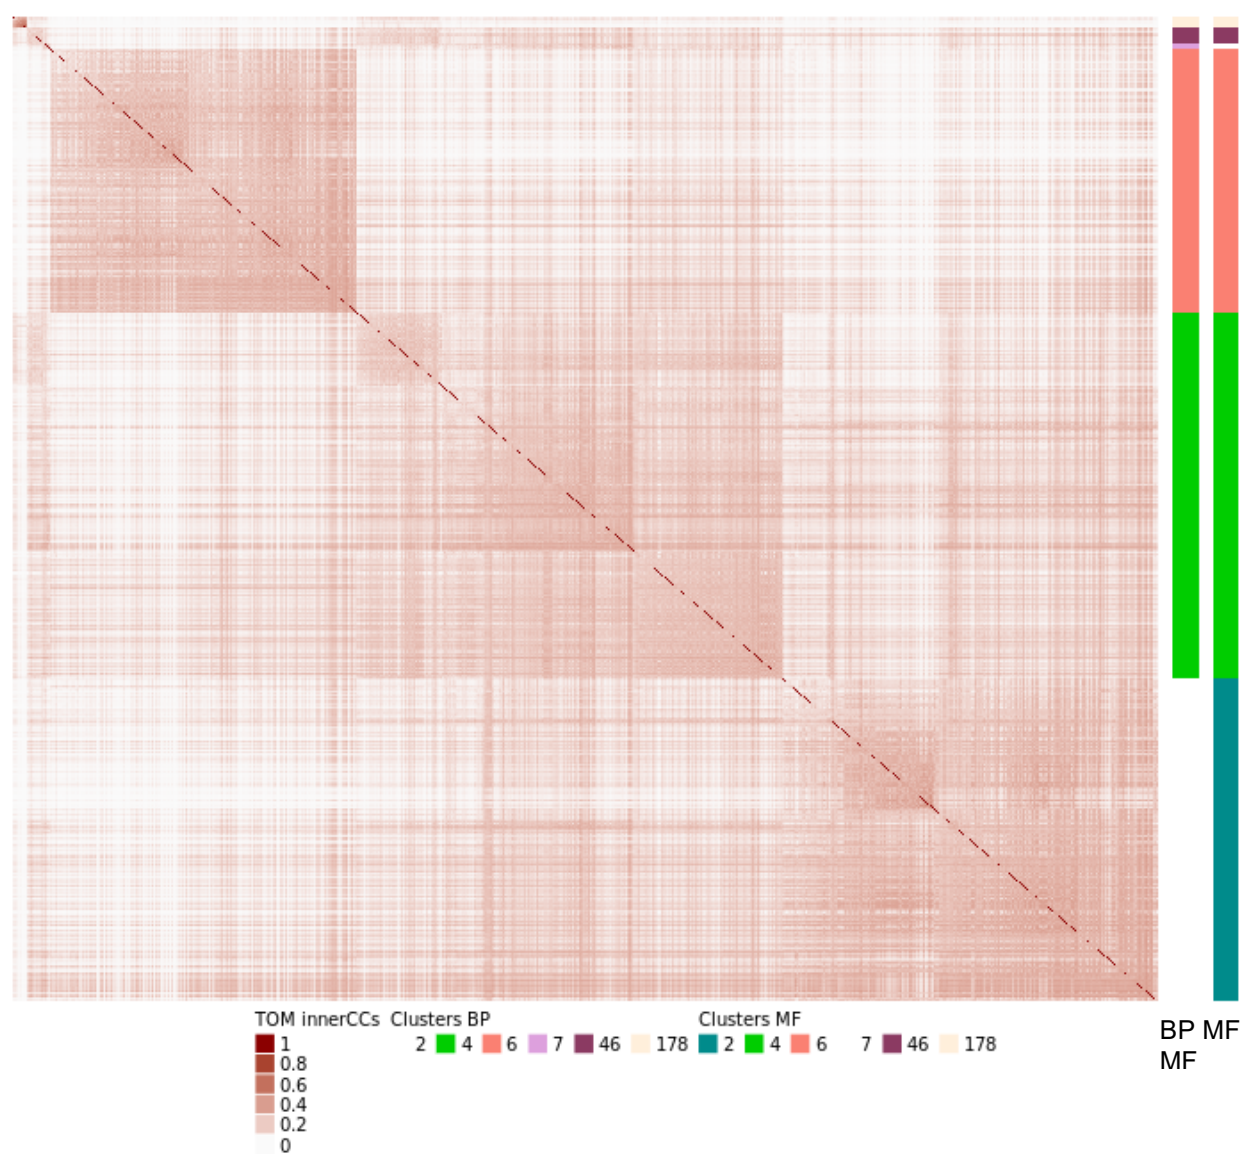

Fig. S4. Topological overlap of transcript levels for 1,222 genes expressed in cumulus cells forming the corona radiata of the cumulus-oocyte complex. The two vertical bars on the right-hand side of the panel annotate clusters with enrichment for gene ontology biological processes (BP) and molecular functions (MF).

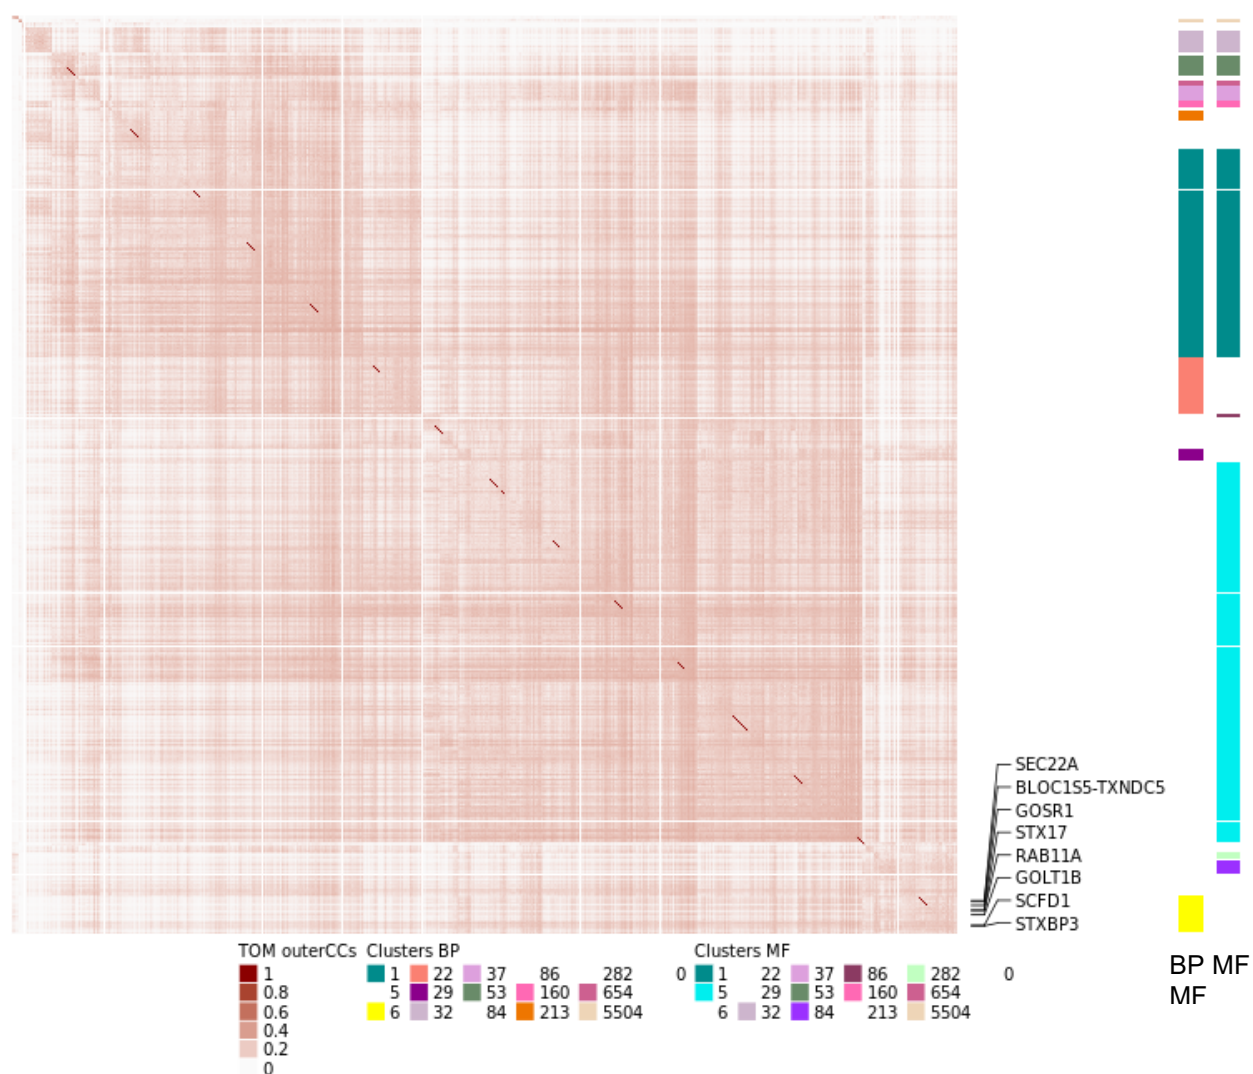

Fig. S5. Topological overlap of transcript levels for 3,990 genes expressed in cumulus cells on the periphery of the cumulus oocyte complex. Genes composing vesicle-mediated transport are annotated on the heatmap. The two vertical bars on the right-hand side of the panel annotate clusters with enrichment for gene ontology biological processes (BP) and molecular functions (MF).

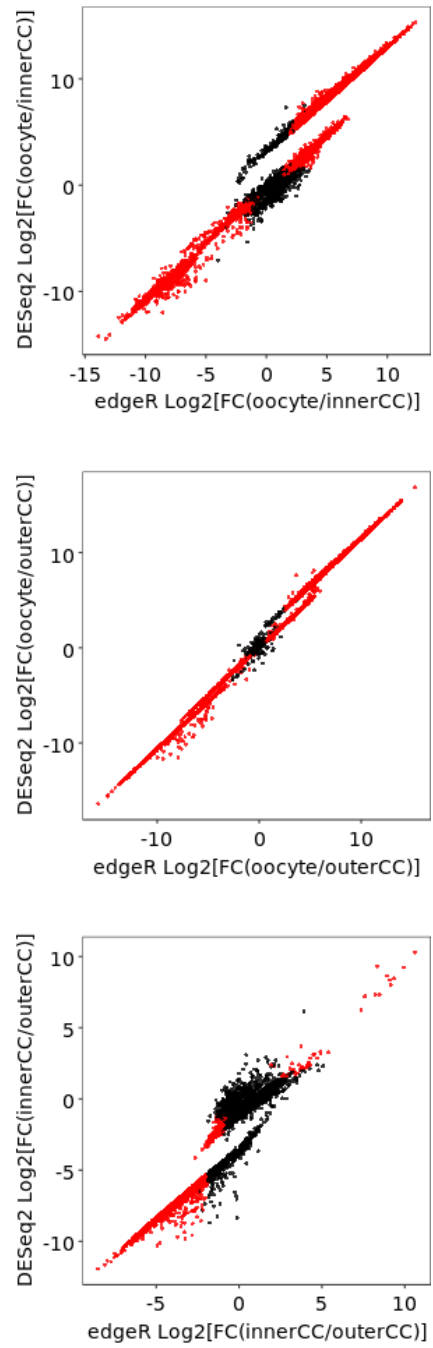

Fig. S6. Comparative results obtained from two algorithms used for pairwise contrast of gene expression levels among oocyte, innerCC and outerCC samples. Red dots represent differentially expressed genes between two groups (FDR<0.01).

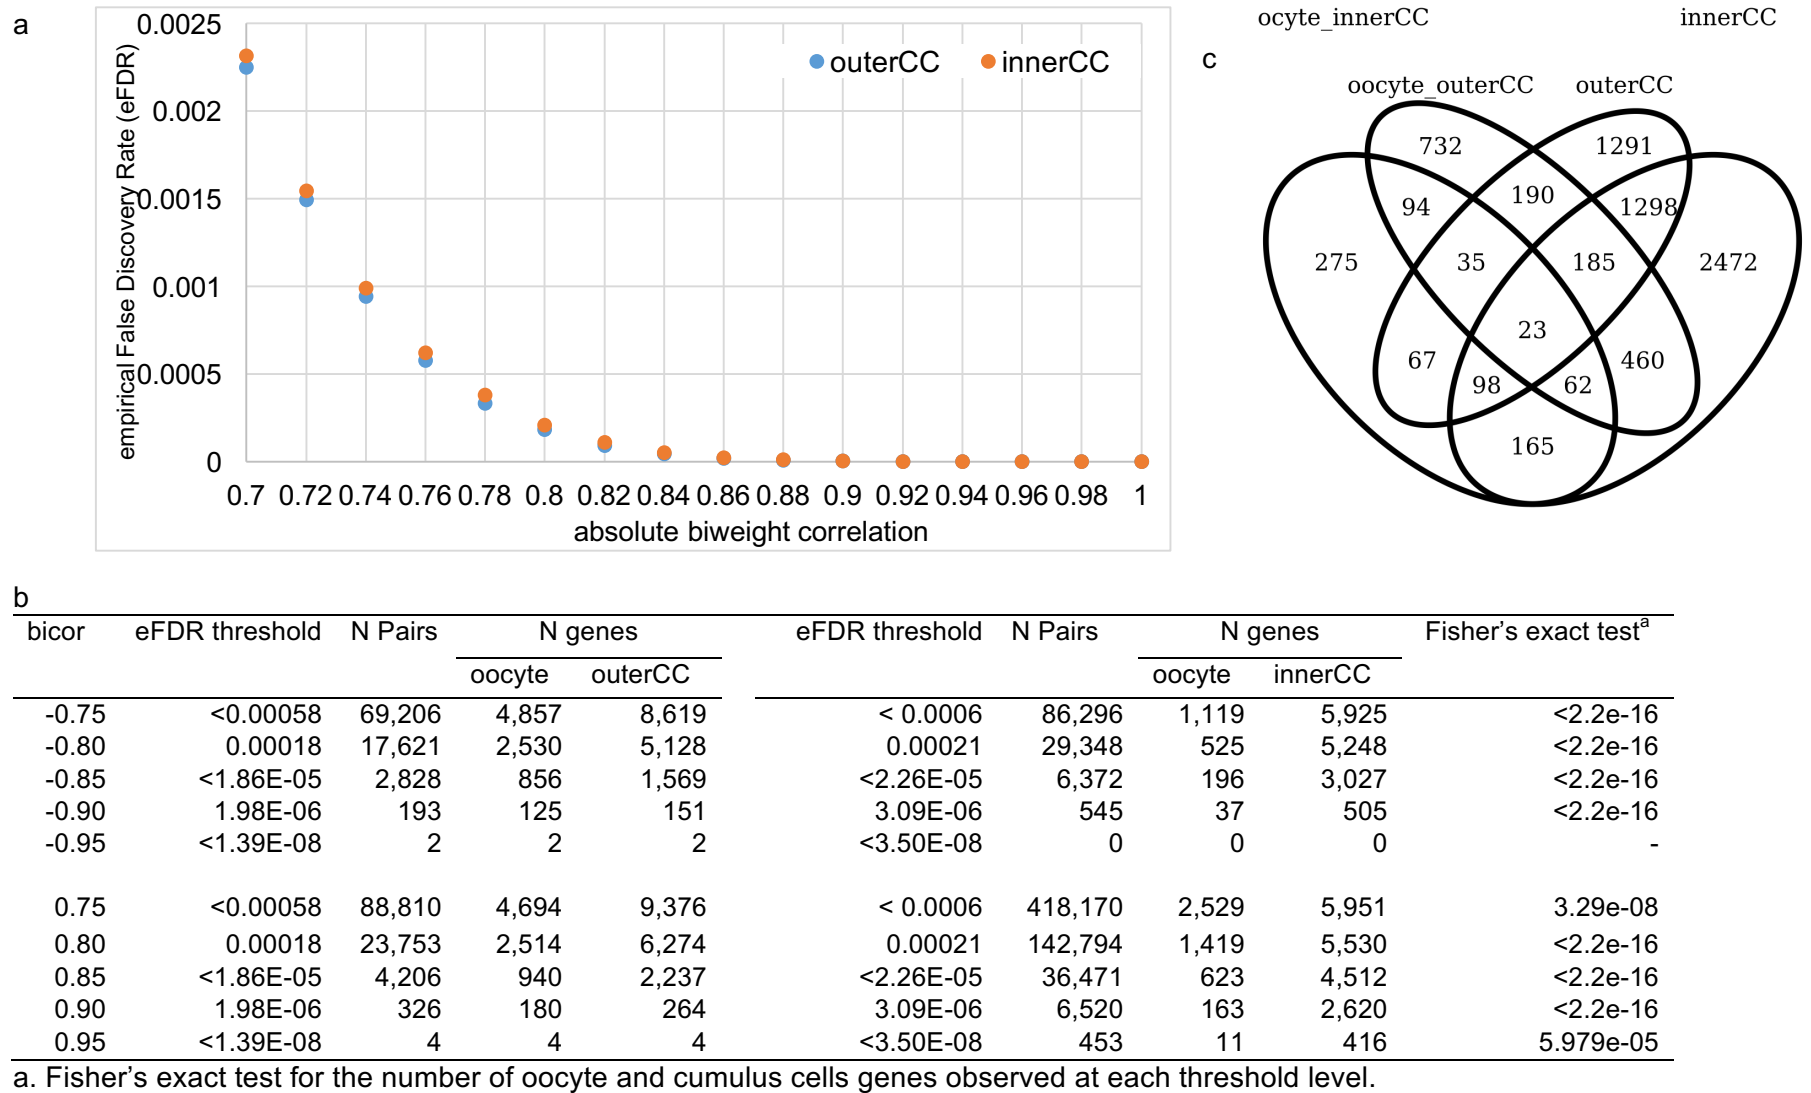

Fig. S7. Descriptive properties of the co-expression between oocytes and cumulus cells. (a) Estimates of eFDR from the correlations obtained from scrambled oocyte data and outerCCs and innerCCs data. (b) Distribution of genes and pairs of genes according to different thresholds. (c) Overlapping of genes forming significant correlation links at  $|\text{bicor}| > 0.85$  and  $\text{eFDR} < 1.86\text{E-}05$ .

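The number of pairs depends on the threshold of the absolute bicor. Between oocytes and outerCCs it was 158016 at a threshold of 0.75, 41374 at 0.80, 519 at 0.90 and 6 at 0.95. Between oocytes and innerCCs it was 504466, 172142, 7065 and 453 in the same order. At 0.90, 305 oocyte genes were paired with outerCC genes and 200 with innerCC genes.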

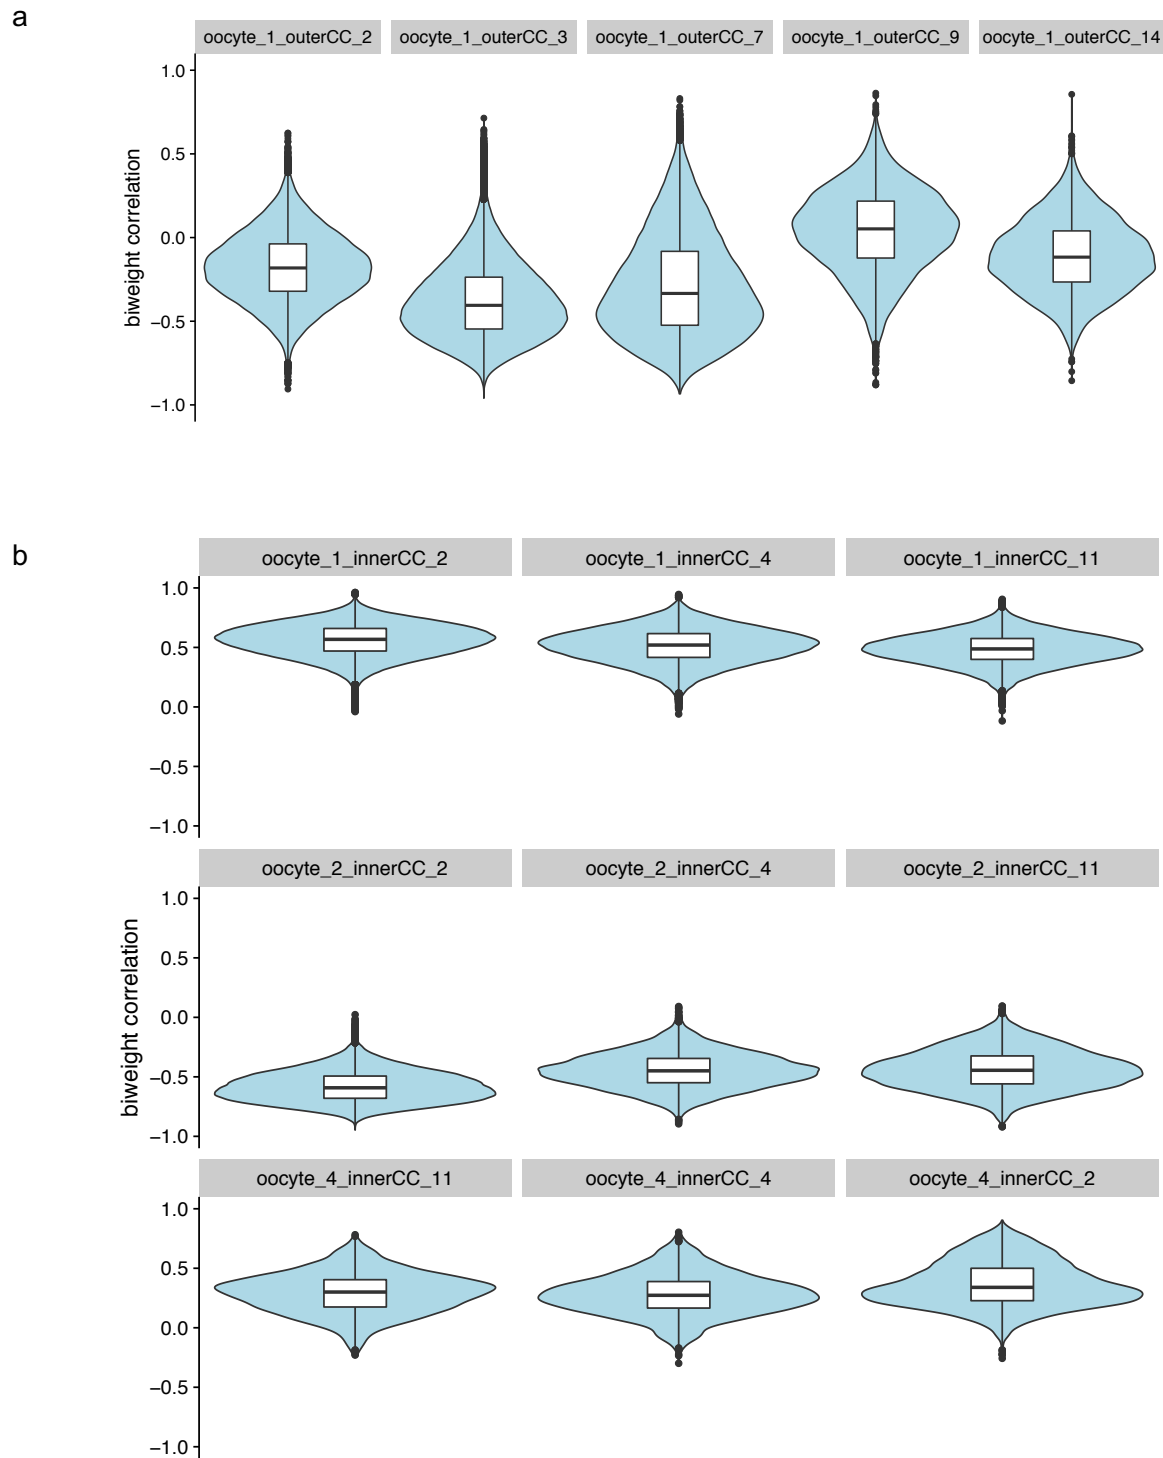

Fig. S8. Average pair-wise gene correlation between transcript levels in oocytes and outerCCs (a) or innerCCs (b). Each violin plot represents a block of co-expressing genes delimited by their clusters (see Fig. 4a, a), and are named according to the cluster in oocyte and cluster in cumulus cells (i.e.: oocyte\_4\_innerCC\_2, means cluster 4 formed by oocytes genes and cluster 2 formed by innerCC genes).

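With the tree of each side divided in 4, the block means of oocytes and outerCCs lay between -0.418 and 0.426, each over a single outerCC gene. Among the blocks with the largest outerCC cluster, they lay between -0.378, for 494 oocyte genes, and 0.355, for 900 oocyte genes. For oocytes and innerCCs, the block of 155 oocyte genes and 4730 innerCC genes had a mean of -0.584, and the block of 613 oocyte genes with the same innerCC genes a mean of 0.600.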

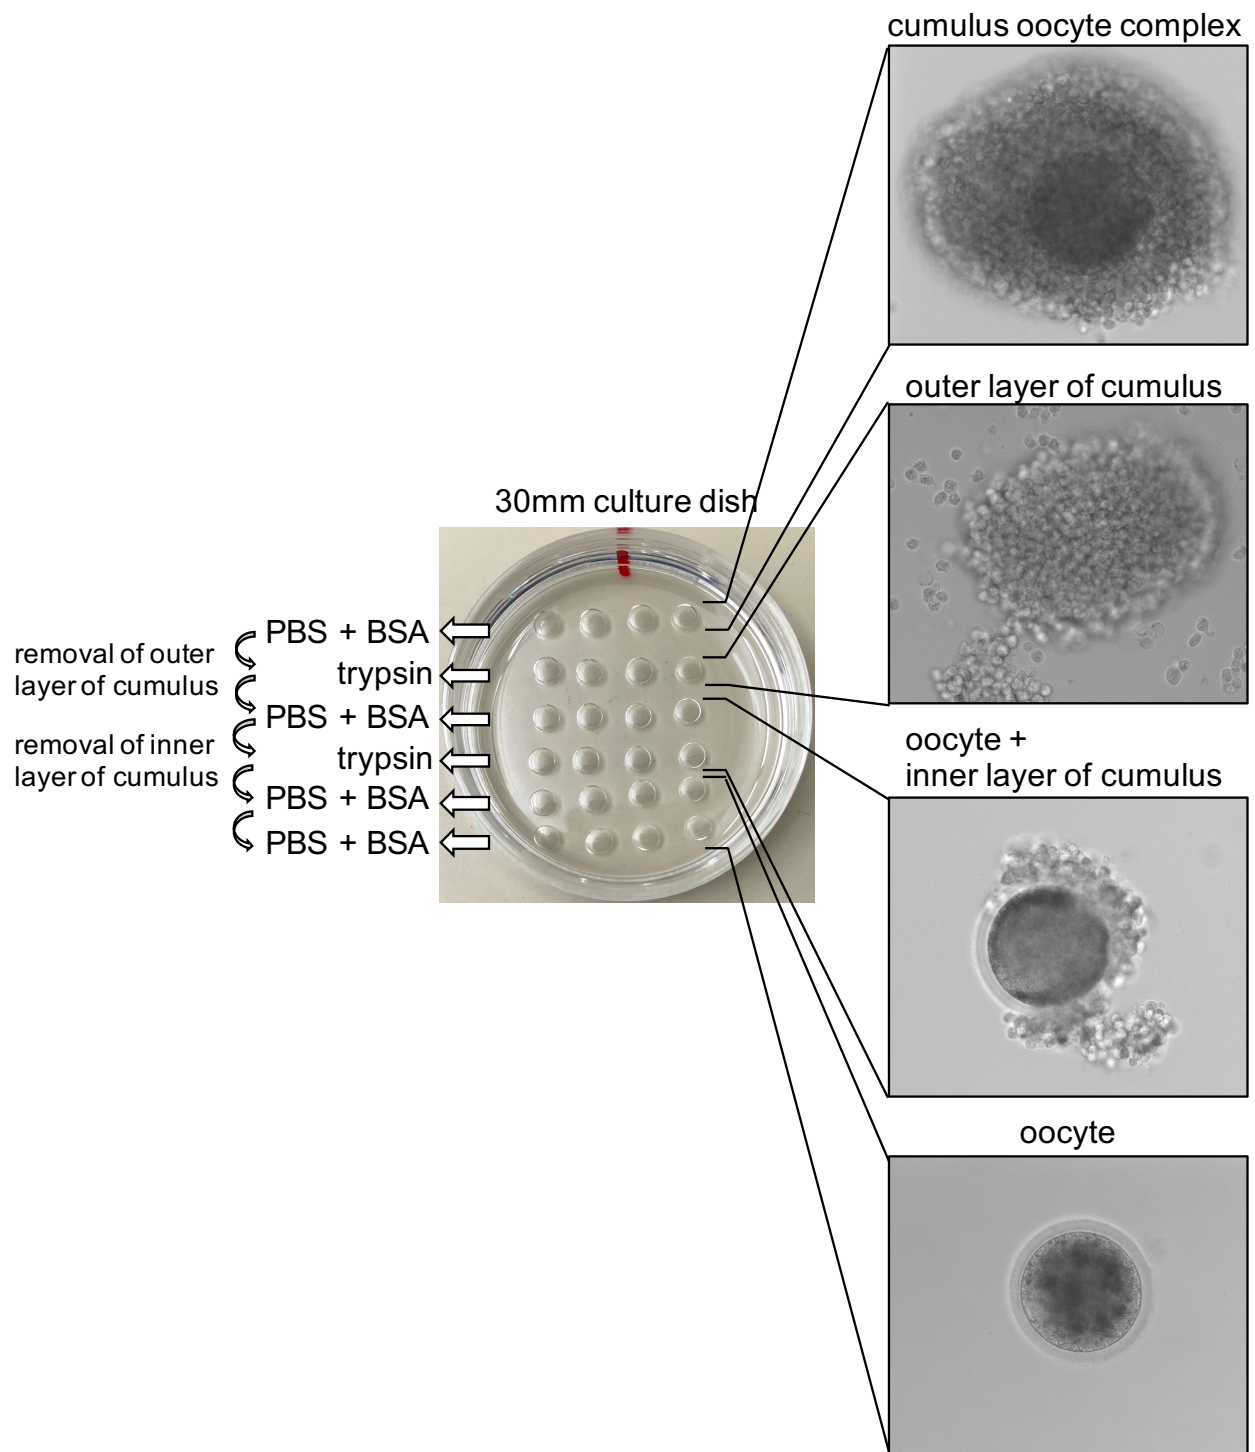

Fig. S9. Schematics of the sample collection. Please, see Methods section for detailed description of the sample collection.

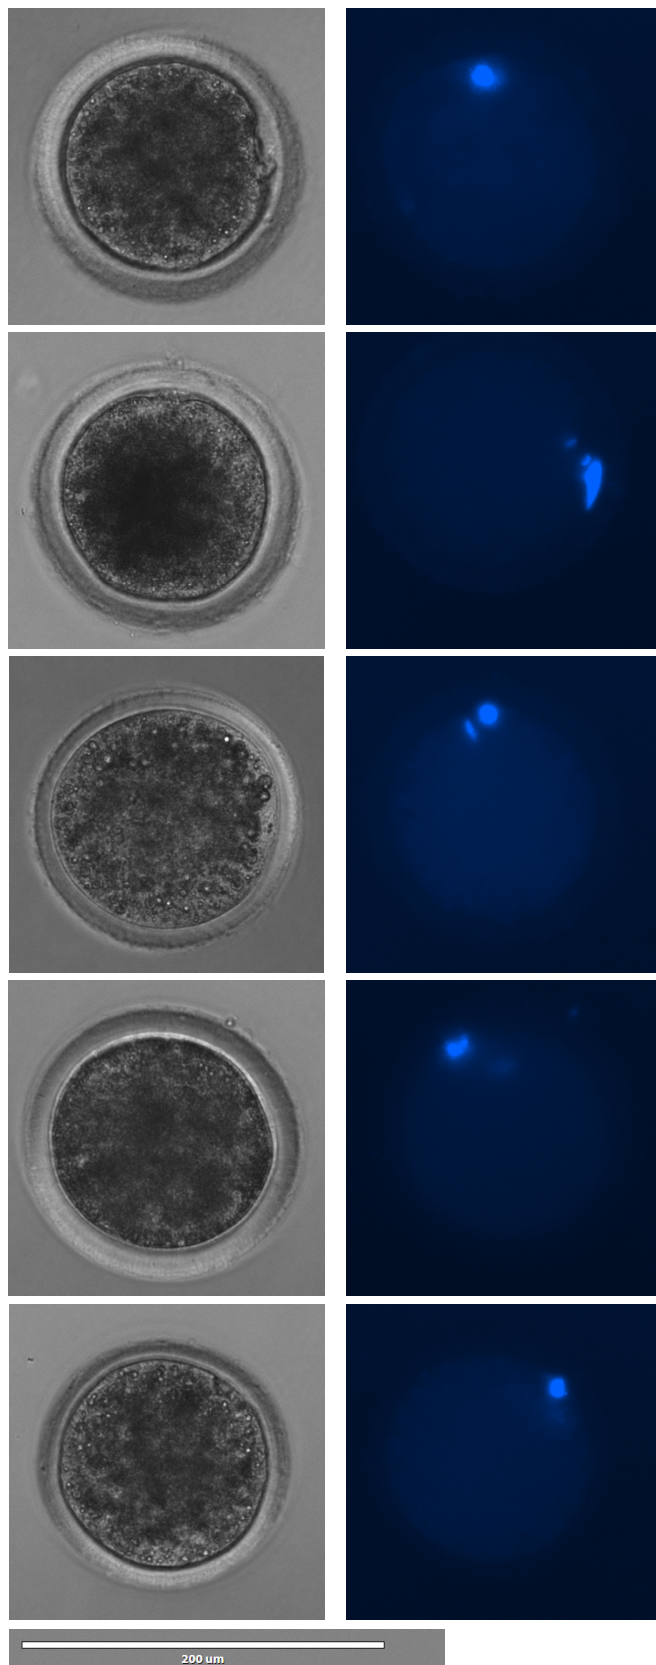

Fig. S10. Representative oocytes free of cumulus cells collected for RNA-sequencing. Left panel: Bright field, Right panel DAPI, the scale bar (200 $\mu$ m) is used for all pictures.

How the deposited data were processed for this re-analysis (not part of the article)

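The study measured polyA+ RNA in the oocyte, the innerCCs and the outerCCs of 16 COCs, with 1 library per sample and 48 libraries in all. The authors aligned the reads to the UMD3.1 genome with STAR, kept unique matches, removed duplicates with picard, and computed FPKM for each Ensembl gene with Cufflinks. The deposited tables hold these FPKM, 1 unfiltered and 1 filtered by the authors, and every column of values was matched to a sample. The authors compared sample types on counts with edgeR and DESeq2, and those counts were not used here. The paper's model includes a collection batch, and its text does not say which COCs belong to each batch, so no batch term was fitted.

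Values were computed from the unfiltered table, unless another setting is named, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and with R 4.3.3 and limma 3.58.1. A gene was detected in a sample type when its FPKM was over 0.5 in 8 or more of the 16 samples. Principal components were computed on FPKM, each gene centred and scaled. Sample types were compared with limma (eBayes without trend) on log2(FPKM + 1), fitted to the 32 libraries compared, at a Benjamini-Hochberg FDR under 0.01. Component scores were compared within COCs with exact sign-flip permutations. The CV followed the formula of the Methods. Gene pairs between oocytes and cumulus cells were correlated with bicor (constant 9) across COCs at an absolute value over 0.85. The COC numbers of the oocytes were permuted 100 times, and 99 times for values adjusted for the number of genes or for set means. Single correlations used 100000 permutations, or all permutations with 8 libraries.

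Depth per library is unknown without counts. A relative depth was read from the steps between low FPKM values, which were found in 1087 of 1128 pairs of libraries and fitted by 1 depth per library in 94.2% of these. The settings of this reading were chosen while its values were looked at, and it was used only to compare libraries.

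The number of genes in innerCC libraries parted the COCs into 2 sets of 8, COCs 176 to 184 and COCs 185 to 192. Values within each set, and with set means subtracted, were computed after the sets were seen. The relation of PC2 to the number of genes had been set out over all 16 innerCCs and was computed within the sets instead, since the gap between them would fix the outcome over all 16.

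By their labels, samples with the same number come from 1 COC. The correlation of their deviations from the mean of their sample type was computed. The mean over COCs was 0.0480 for oocyte and innerCC (one-sided permutation p = 0.0076), 0.0102 for oocyte and outerCC (p = 0.322) and 0.154 for innerCC and outerCC (p = 0.0026). The COC number was therefore also fitted as a block.

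Named genes are those the Results name, of which 34 of 64 could be matched to an identifier, and for each comparison the 2 genes with the largest change in each direction among those past the FDR that moved the same way in all 16 COCs. For gene pairs they are the pair of highest and of lowest bicor and the 10 genes of highest degree in each network. For ligands they are the named pairs and the 2 pairs of highest mean ligand FPKM in each direction. Some of these genes are not reported here. Lists of 12 oocyte markers and 12 cumulus markers were matched for 6 and 3 genes. Of 13 mitochondrially encoded genes 0 were matched, so this list gave no value.

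The alternatives covered the detection thresholds, the scale and pseudocount, the genes tested, the block, a covariate for the number of genes, a rank test, the correlation and its threshold, the clustering, and leaving out each COC. On simulated data, limma called 96.0% of 200 genes changed by 2 on the log2 scale, with 2 false calls, and bicor found 98 of 100 planted pairs, with 276 false pairs among 8999900 others. The CV formula returned 1.01 from log2 values and 0.632 from natural logarithms for a true CV of 0.658. Enrichment tests, topological overlap, the protein interaction databases and qPCR were not analysed here.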

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

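The values in this part were looked for in genes the paper does not discuss for these libraries. The test of oocyte RNA in the outerCC library of COC 191 and the comparisons of oocyte markers without COC 191 and relative to the oocyte level were chosen only after the results were seen. No biological explanation was tested.

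Over 475 genes detected only in oocytes with a mean oocyte FPKM over 10, the median share of the oocyte level was 0% in most cumulus libraries. The exceptions were the outerCCs of COC 191 (20.9%) and the innerCCs of COC 190 (1.64%) and COC 189 (1.18%). The 6 oocyte markers gave medians of 19.2% in the outerCCs of COC 191, 7.94% in the innerCCs and 5.31% in the outerCCs of COC 190, and 1.16% in the innerCCs of COC 189. In the other innerCC libraries the marker median was at most 0.195%. These 6 markers include GDF9, BMP15 and FIGLA, and the study's own libraries define the list of oocyte-only genes.

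In the outerCC library of COC 191, 98.1% of the 475 genes were above 0, and the third quartile of their shares was 1.74 times the first, so the genes stood at similar shares as a set. This argues against a rise of single genes. Across these genes, the library's deviations from the mean oocyte profile had a correlation of 0.579 with the oocyte of COC 191, the highest of the 16 oocytes (next 0.438). A candidate explanation is RNA of that oocyte in the outerCC library, and whether it entered at dissection or later was not tested. For COC 190, the oocyte of the same COC also ranked first, with a correlation of 0.291 for innerCCs (next 0.172) and 0.236 for outerCCs (next 0.136). For the innerCCs of COC 189 it ranked 3rd.

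In the oocyte library of COC 191, the 5th percentile of the shares of abundant outerCC genes was 7.41%. INHA stood at 6.74% of its mean outerCC level, INHBA at 8.71% and CYP19A1 at 10.8%, against medians of 0.0180%, 0.0511% and 0.469% in the other 15 oocytes. Cumulus RNA in this library is a candidate explanation. Whether it came from the outerCC library of the same COC cannot be told apart from other sources: the correlation was 0.275, below the 0.282 of the outerCCs of COC 184, where the same COC was required to rank first.

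Over all 16 oocytes, INHA stood at a mean of 0.536% of the outerCC level, INHBA at 0.687% and CYP19A1 at 1.34%. All rest in part on COC 191, and without it they were 0.122%, 0.152% and 0.708%. These means rest in part on single oocytes too. COC 181 was the highest of the 15 for INHA (1.11%) and INHBA (0.849%), and COC 178 for CYP19A1 (3.26%). The means of INHA and INHBA stood near each other and that of CYP19A1 apart from them. With a mean outerCC FPKM of 8.73, CYP19A1 is near the floor. Beyond the markers, the 5th percentile of the shares of abundant outerCC genes was 1.85% in the oocyte of COC 181 and 1.07% in that of COC 178. In the oocytes other than these and COC 191 it was at most 0.222%. Raised shares of outerCC genes were thus not confined to COC 191. With 3 markers, cumulus cells left on the oocytes cannot be told apart from other sources of these transcripts.

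Oocyte markers were compared between innerCCs and outerCCs as a test of oocyte RNA in innerCCs. As the median percent of the oocyte level, they were higher in innerCCs in 8 of 16 COCs, equal in 5 and lower in 3, with a mean difference of -0.935 percentage points (exact sign-flip p = 0.982). Without COC 191 the mean difference was 0.283 (exact sign-flip p = 0.0371), with 8 of 15 COCs higher in innerCCs, 5 equal and 2 lower. The widest of these differences was that of COC 190, at 7.94% in innerCCs and 5.31% in outerCCs, so the mean rests in part on that COC. As a percent of the summed FPKM of each library, which is low in some innerCC libraries, they were higher in innerCCs in 13 of 16 COCs, with a mean log2 ratio of 0.35 (exact sign-flip p = 0.573), and without COC 191 in 13 of 15, with 0.80 (exact sign-flip p = 0.00092). Since 1 COC changes the call in both measures, oocyte RNA in innerCCs cannot be told apart from no difference.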

How the results depend on the processing

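Of the alternatives, 173 were set before the data were examined. The 2 sets of COCs, the subtraction of set means and the filtered table for the components were added after seeing the data. Where no cause is given, the cause was not tested.

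The sign of a component is arbitrary, so only the size of a difference and its tally over COCs can be compared between alternatives. On PC1, oocytes and cumulus cells differed by 0.974 to 2.07 SD units. The difference had the same sign in 16 of 16 COCs, or 15 with FPKM not scaled. On PC2, outerCCs and innerCCs differed by 0.796 to 2.20 SD units. The sign was the same in 13 of 16 COCs (FPKM not scaled) to 16 of 16, and in 8 of 8 within each set. PC2 is not the same axis under every alternative, since on scaled log2(FPKM + 1) values the oocytes scored below every innerCC library on it. For named genes, 911 of 1035 values kept direction and side of the threshold, 63 were weaker, 29 stronger and 32 reversed. For other results 149 values stayed and 79 moved. The COC block changed no count of genes by over 1.5 times except that of genes higher in innerCCs than in outerCCs, from 0 to 4.

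Detection in 4 or more samples gave 9794 innerCC genes, 97 only in innerCCs and 8431 in all 3 sample types. In 12 or more it gave 959, 2 and 907, by construction.

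The PC1 and PC2 shares were 45.1% and 29.6% with log2(FPKM + 1) scaled, 54.1% and 30.05% with it not scaled, and 83.1% and 6.68% with FPKM not scaled. PC1 held 52.1% with log2(FPKM + 0.1). PC2 held 32.9% with genes detected in all 3 sample types. The filtered table, in which a gene is 0 in the sample types where it was not detected, gave 37.2% and 28.4%.

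Testing only genes detected in both sample types compared gave, with fewer genes, 3645 higher and 80 lower in oocytes than in innerCCs, 3547 and 2310 against outerCCs, and 5780 lower in innerCCs than in outerCCs. The covariate for the number of genes gave 2831 lower in oocytes than in innerCCs and 4 lower in innerCCs than in outerCCs. The paired Wilcoxon test gave 368 lower in oocytes than in innerCCs and 4 higher in innerCCs than in outerCCs. COCs 185 to 192 only gave 190 lower in innerCCs than in outerCCs, and COCs 176 to 184 only, with as many samples, gave 9990. Counting both comparisons gave 5711 oocyte genes. Scaling to the 75th percentile was not run for innerCCs or for the genes that differ from either cumulus type, because this percentile is 0 in 4 innerCC libraries. The co-expression of listed genes was not run, because few of their symbols could be matched.

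The median CV was 0.437 in oocytes and 0.523 in outerCCs with natural logarithms, and 0.419 and 0.477 with SD over mean.

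The pairs of oocyte and outerCC genes numbered 20007 with Pearson's and 16642 with Spearman's correlation, which gave an overlap of 485. Genes detected in 12 or more samples gave 3761 innerCC pairs and an overlap of 71, and those in all 16 gave 3327 outerCC pairs, 294 innerCC pairs and an overlap of 13. A threshold of 0.80 gave 41374, 172142 and 1139, and 0.90 gave 519, 7065 and 13. Regression on the number of genes gave 10954 and 1399 pairs. Subtracting set means gave 13505 and 1224 pairs and an overlap of 122. The highest degree with outerCCs was 665 at 0.80 and 331 after the regression, and with innerCCs 45 after the regression. Trees divided in 4 gave block means of -0.418 and 0.426 with outerCCs and -0.584 with innerCCs. Leaving out 1 COC gave 7416 (COC 176) to 20500 (COC 181) outerCC pairs, 33766 (COC 185) to 78858 (COC 179) innerCC pairs and an overlap of 248 (COC 183) to 619 (COC 180).

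The covariate reversed these log2 fold changes of innerCCs against outerCCs: BMP4 0.12, BMP15 0.76, GDF9 0.57, YBX2 0.68, FGF11 0.35, SIX3 -0.048, EIF1 0.043, ENY2 0.34, BMPR2 0.093, INHA 0.31, HSPD1 0.14, PAXIP1 0.13, HOXD4 0.079, ENSBTAG00000027348 1.52, ENSBTAG00000011424 0.55, ENSBTAG00000045654 -0.054 and ENSBTAG00000048194 -0.44. Of oocytes against innerCCs it reversed EIF2B2 -1.03 and ACVR2B -0.24. In COCs 176 to 184 only, the innerCC to outerCC changes of BMP4 0.044, BMP15 0.015, FIGLA -0.021, SALL4 -0.069 and ENSBTAG00000034346 -0.24 were reversed, and BMP6 and A1BG, listed at 0 in every library, gave no value. In COCs 185 to 192 only, SIX3 -0.077, PAXIP1 0.17, HOXD4 0.033 and ENSBTAG00000027348 0.22 were reversed. The 75th percentile reversed AIMP2 -0.32 and EIF1 -0.61 in oocytes against outerCCs. The pseudocount 0.1 reversed MAP1LC3A 0.56 in oocytes against innerCCs and ENSBTAG00000031099 -0.0030 in innerCCs against outerCCs.

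Without counts, the depth of each library is unknown, which limits what a value of 0 means in innerCCs.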

Differences from the paper's values

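The paper's counts in Fig. 1d come from read counts, normalized in edgeR and in DESeq2, with a batch term and an FDR under 0.01 in both packages. The counts here come from limma on log2(FPKM + 1), with no batch term and no normalization between libraries. The methods are thus unlike, and a gap between the counts need not be a disagreement about the genes. Lower in oocytes than in innerCCs were 563 genes, against the paper's about 1600 in Fig. 1d, read by eye. None of the alternatives set before the data were examined closed the gap, and the nearest were 676 (eBayes with trend) and 2831 (covariate for the number of genes). Within COCs 185 to 192, a setting chosen after seeing the values, 1747 genes were lower, which is within 1.5 times the paper's value.

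Higher in innerCCs than in outerCCs were 0 genes (4 at an unadjusted p under 0.05), against the paper's about 53 in Fig. 1d, read by eye. Without scaling between libraries, the median log2 fold change over all genes was -1.42, which leaves little room for higher genes. None of the alternatives set before the data were examined closed the gap. The COC block and the paired Wilcoxon test gave 4 genes each.

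Lower in innerCCs than in outerCCs were 9620 genes, against the paper's about 4500 in Fig. 1d, read by eye. Of the alternatives set before the data were examined, only the restriction to genes detected in both sample types compared came within 1.5 times the paper's value (5780). The pseudocount, all genes above 0, the block, the joint fit, the trend, the covariate and the Wilcoxon test did not.

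The part of Additional file 4 at hand held 1392 ligand-receptor pairs, against the paper's 14011. The copy was shortened, and no alternative applies.

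For ENY2, the log2 ratio of mean FPKM in oocytes was 4.21 to innerCCs (jackknife standard error 0.511) and 2.97 to outerCCs (0.232), against the paper's 3.6 and 2.7 in Table S7. The ratios themselves were 18.5 and 7.82. Table S7 does not state a log scale, and the Methods, in the part on qPCR, describe its results as fold changes of oocytes over cumulus cells. Read as plain fold changes, the paper's 3.6 and 2.7 stand against 18.5 and 7.82. No alternative was set for this value.

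Fig. 1d shows slightly more genes lower than higher in oocytes against outerCCs. Here 5394 were higher and 4260 lower, and scaling to the same 75th percentile gave 4497 higher and 5498 lower. The paper names NOL7, GPR137B, MAP1LC3A, MIER1, A1BG and HOXD4 among the genes of highest connectivity. Here they ranked 53rd, 37th, 19th, 51st, 42nd and 49th by degree.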

Other observations

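The comparison of relative depth and the overlap relative to independent lists were chosen only after the results they concern were seen. The counting of the exchange splits in the real direction was also chosen after its numbers were seen. The others, including those on the 2 sets of COCs, were set out before their own results.

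The innerCC libraries of COCs 176 to 184 had a median of 2183.5 genes over 0.5 FPKM and those of COCs 185 to 192 a median of 9521.5. In the former, 10 genes held 68.3% of the summed FPKM on average, against 38.4% in the latter. A lower total depth is argued against by the relative depth. Its median was 0.680 in COCs 176 to 184 and 0.622 in COCs 185 to 192, with 3 of the former above every one of the latter. The innerCC library of COC 181 was an exception, with 0.0976, the lowest of the innerCCs. This depth is read from FPKM steps, so it follows the fragments that FPKM are scaled by, not those on annotated genes. Median summed FPKM was 91443 in COCs 176 to 184 and 369775 in COCs 185 to 192. Fewer fragments on annotated genes in the former therefore remain possible. The relative depth is less certain in part of COCs 176 to 184. It fitted 77.3%, 76.9%, 78.7% and 86.7% of the pairs with a step in the innerCCs of COCs 176, 179, 184 and 178. In COCs 185 to 192 it fitted 89.4% to 100%. Of the 3 deepest libraries, those of COCs 177 and 183 were fitted in 95.7% and 93.6%, and the other was that of COC 184. The oocytes of the 2 sets differed in 42 genes (FDR under 0.01), all higher in COCs 185 to 192, and 1 of 100 splits of the oocytes, the real one, gave as many. At an unadjusted p under 0.05 there were 2360 genes. A difference between the sets that reaches the oocytes may therefore be present. In outerCCs 1 gene differed, as many as in 2 of 100 splits, and 777 genes had an unadjusted p under 0.05, as many as in 19 of 100 splits. These disagree, so a difference in outerCCs cannot be told apart from none. Handling, collection and biology of the COCs remain open, and no biological explanation was tested.

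Summed FPKM also differed between innerCC libraries. Fragments outside the annotated genes in single libraries would lower it together with the number of genes. Between the sets it went that way, with overlapping ranges. The median was 91443 (18013 to 546662) in the set with fewer genes and 369775 (305033 to 703237) in the other. The sets may differ in other ways, so this contrast does not decide. Within the sets the Spearman's rho was -0.190 (exact permutation p = 0.665) and -0.333 (exact permutation p = 0.428). Each set has too few libraries to decide.

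For the excess of lower genes in innerCCs against outerCCs, the covariate left 4 lower genes, and COCs 185 to 192 alone gave 190. The excess thus goes with the number of genes per library. That number is counted from the same FPKM values, so a broad decrease in innerCCs would lower it whatever the cause. The covariate therefore cannot decide whether the number of genes accounts for the excess. It is also nearly confounded with the sample type in COCs 176 to 184, and COCs 185 to 192 alone have fewer samples than all 16. COCs 176 to 184 alone, with as many samples, gave 9990 lower genes, so the number of samples does not by itself give 190. Within COCs 185 to 192 the genes with an unadjusted p under 0.05 were still mostly lower in innerCCs (6011 lower and 9 higher). On PC2, innerCCs and outerCCs differed within COCs 185 to 192 too (exact sign-flip p = 0.0078, the smallest 8 COCs allow, 8 of 8 COCs). The innerCC libraries of COCs 176 to 184 are therefore not the whole cause, although the axis was fitted with them included. The number of genes remains open as a cause, since innerCCs had fewer genes than outerCCs in each of COCs 185 to 192. The gap ran from 10295 against 10381 genes in COC 190 to 5876 against 10990 in COC 192. Whether PC2 follows the number of genes within the innerCCs of COCs 185 to 192 cannot be told apart: rho was 0.762 with an adjusted permutation p of 0.0922.

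For the pairs of oocyte and innerCC genes, regression on the number of genes left 1399 and subtraction of set means left 1224, both below the pairs with outerCCs under the same settings. The larger number of pairs with innerCCs may thus come from the difference between the 2 sets of COCs.

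In 100 splits that exchanged the sample types within random COCs, the real one included, 1 of 100 gave as many genes higher in oocytes than in innerCCs, lower in oocytes than in innerCCs, higher in oocytes than in outerCCs, lower in oocytes than in outerCCs, lower in innerCCs than in outerCCs, and different from either cumulus type. The splits with the next highest counts exchanged 1 COC, and the median split gave 0. This reading was chosen after the numbers were seen: counted in either direction, 5 of 100 splits gave as many as the genes lower in oocytes than in innerCCs and 2 of 100 as many as those lower than in outerCCs. For the 0 genes higher in innerCCs than in outerCCs the splits decide nothing, since a count of 0 is matched by any split (100 of 100). With permuted COC numbers, the real order included, 6 of 101 splits gave as many pairs with outerCCs and 2 of 101 as many with innerCCs. These permutations mix the 2 sets of COCs. When COC numbers were permuted only within the sets, 9 of 99 gave as many pairs with outerCCs and 89 of 99 as many with innerCCs, so a link between the oocyte and the innerCCs of the same COC cannot be told apart from a difference between the sets. The raw overlap of 214, the measure set out first, was matched by 1 of 100 permutations over all COCs (mean 31.1). Within the sets it was matched by 64 of 99. The permutations over all COCs gave mostly shorter lists. Relative to independent lists of the same sizes, the overlap was matched by 48 of 101 splits, and by 91 of 99 permutations within the sets. This ratio, though not the raw overlap over all COCs, is within what permuted COC numbers give.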
